# PRMT5 and CDK4/6 inhibition result in distinctive patterns of alternative splicing in melanoma

**DOI:** 10.1371/journal.pone.0292278

**Published:** 2023-11-02

**Authors:** Lok Hang Chan, Peihan Wang, Shatha Abuhammad, Lydia Rui Jia Lim, Joseph Cursons, Karen E. Sheppard, David L. Goode

## Abstract

Drugs targeting cyclin-dependent kinases 4 and 6 (CDK4/6) are promising new treatments for melanoma and other solid malignancies. In studies on CDK4/6 inhibitor resistance, protein arginine methyltransferase 5 (PRMT5) regulation of alternative splicing was shown to be an important downstream component of the CDK4/6 pathway. However, the full effects of inhibition of CDK4/6 on splicing events in melanoma and the extent to which they are dependent on PRMT5 has not been established. We performed full-length mRNA sequencing on CHL1 and A375 melanoma cell lines treated with the CDK4/6 inhibitor palbociclib and the PRMT5 inhibitor GSK3326595 and analysed data for differential gene expression and differential pre-mRNA splicing induced by these agents. Changes in gene expression and RNA splicing were more extensive under PRMT5 inhibition than under CDK4/6 inhibition. Although PRMT5 inhibition and CDK4/6 inhibition induced common RNA splicing events and gene expression profiles, the majority of events induced by CDK4/6 inhibition were distinct. Our findings indicate CDK4/6 has the ability to regulate alternative splicing in a manner that is distinct from PRMT5 inhibition, resulting in divergent changes in gene expression under each therapy.

## Background

Cyclin-dependent kinases 4 and 6 (CDK4/6) play an important role in regulating the cell cycle. CDK4/6 when complexed with cyclin D are activated, phosphorylating and inhibiting the retinoblastoma tumour suppressor protein (RB) to ultimately relieve suppression of the transcriptional factor E2F and drive cells into S phase [1]. The CDK4/6 pathway is hyperactivated in around 90% of melanoma cases [2] mainly due to the loss of the tumour suppressor p16 INK4A [3], a direct inhibitor of CDK4/6 activity. Thus, there is a strong push to develop ways to pharmacologically inhibit the CDK4/6 pathway in melanoma and other cancers [2,4,5].

In addition to activating the tumour suppressor RB to halt cell cycle progression, CDK4/6 inhibition (CDK4/6i) also affects numerous other processes through phosphorylation of a diverse array of proteins [6]. One of these proteins is MEP50 [7], a transcriptional co-regulator that modulates protein arginine methyltransferase 5 (PRMT5) substrate specificity and methylation efficiency [8]. PRMT5 regulates many cellular processes and is a major regulator of alternative pre-mRNA splicing [9,10]. Recently in melanoma cell lines, inhibition of CDK4/6 with palbociclib was shown to alter pre-mRNA splicing by modulating PRMT5 activity. Importantly, loss of the ability of CDK4/6 inhibitors to regulate PRMT5-induced alternative splicing conferred resistance to these inhibitors, providing evidence of the importance of alternative splicing in the mechanism of action of CDK4/6 inhibitors [11].

Alternative splicing enables rapid diversification and modification of transcriptomes by altering exon usage to create multiple splice isoforms from the same gene [12,13]. Examples include change of exon boundaries through the use of alternative splice sites, the inclusion or exclusion of specific exons, and retention of introns. Alternative splicing is important in cancer, by creating profound changes to the coding sequence of a transcript and allowing tumour cells to quickly adapt to changes in the intra- and extra-cellular environments [12–14].

The global effects of CDK4/6i on alternative splicing in melanoma and to what extent they depend on PRMT5 are not known. The aim of this study was to identify alternative splice events induced by the CDK4/6 inhibitor palbociclib and assess their overlap with alternative splice events induced by the PRMT5 inhibitor, GSK3326595. Paired-end RNA sequencing was employed to identify alternative splicing events in cells from the CHL1 and A375 melanoma cell line in response to palbociclib and GSK3326595. Although many genes were differentially spliced under both CDK4/6 inhibition and PRMT5 inhibition (PRMT5i), the specific splicing events and the sets of differentially expressed genes varied greatly between each treatment. Our findings shed light on the role of PRMT5 in mediating changes to alternative splicing in response to CDK4/6 inhibition in melanoma.

## Methods

### Cell culture

CHL1 (BRAF^wt^/NRAS^wt^/p53^mut^) and A375 (BRAF^V660E^/p53^wt^) cell lines (were obtained from American Type Culture Collection. A375 cell line were grown in RPMI-1640 Media (Gibco) and CHL1 cell line were grown in DMEM (Gibco). Media were supplemented with 10% (vol/vol) fetal bovine serum (FBS) (Gibco), 2 mM GlutaMAX-I L-alanyl-L-glutamine dipeptide (Gibco), 100 μg/mL penicillin/streptomycin (Gibco) and buffered with 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES). Cell lines were regularly tested for mycoplasma, and the identities of cell lines were confirmed by short tandem repeat (STR) analysis.

Melanoma cells were treated with either the CDK4/6 inhibitor palbociclib (1 μM) or the PRMT5 inhibitor GSK3326595 (500 nM). Four different culture conditions with two replicates each were grown: (i) dimethyl sulfoxide (DMSO) alone added for either 72 hours (control_72hr) or 6 days (control_6d), (ii) 1 μM palbociclib added for 72 hours (CDK4/6i_72hr), (iii) 1 μM palbociclib added for 6 days (CDK4/6i_6d) and (iv) 500 nM GSK3326595 added for 72 hours (PRMT5i_72hr).

### Pharmacological inhibitors

All inhibitors were dissolved in DMSO (Sigma-Aldrich). Palbociclib was purchased from SelleckChem and GSK3326595 from SYNthesis Med Chem.

### Dose-response assays

Dose-response assays were carried out in 96-well plates with five technical repeats per treatment concentration. Drugs were serially diluted in complete RPMI-1640 media to obtain required 10-step concentrations. After the designated treatment length, cells were fixed with 100% (v/v) methanol, then incubated in 2N HCl containing 0.5% (v/v) Triton X-100 (20–30 mins), followed by 0.1 M Na_2_B_4_O_7_.10H_2_O (pH 8.5, 10 mins), then propidium iodide (1 μg/mL in PBS) at low light conditions (5 mins). Nuclei (cell number) were then counted. For the analysis, cell numbers were normalized to both a DMSO vehicle control and to the number of nuclei prior to treatment (day zero), obtained through a parallel plate fixed at time of treatment. Using the GraphPad Prism 7 software, log_10_[inhibitor] vs. response curves were generated and growth inhibition (GI) values determined. From the dose-response assays, obtained GI75–90 values (drug concentrations required to inhibit cell proliferation by 75–90%) were extrapolated to determine the following drug concentrations used in all subsequent experiments, 1 μM Palbociclib and 500 nM GSK3326595.

### RNA isolation

Following treatment, total RNA was isolated using the RNeasy Mini kit (QIAGEN) following the manufacturer’s instructions. RNA concentration and purity were determined by a NanoDrop ND1000 spectrophotometer (Thermo Scientific).

### Alternative MDM4 splicing analysis by PCR

Complementary DNA (cDNA) was generated from 1 μg of total RNA using the High Capacity cDNA Reverse Transcription Kit (Life Technologies) following manufactures instructions. A volume of cDNA equivalent to 30 ng of total RNA was used and 1 μg MDM4-specific primers. Reactions were performed using a S1000 Thermal cycler (Bio-RAD) using the following thermocycling conditions: 95°C for 2 minutes, 27 cycles of 95°C for 45 seconds, 58°C for 30 seconds, 72°C for 40 seconds, and finally 72°C for 5 minutes. Products were visualized on a 2% agarose gel.

### Sequence alignment and gene count

Approximately 1 μg of RNA was used for library preparation according to standard protocols (TruSeq RNA; Illumina). Briefly, poly-A mRNA was purified using poly-T magnetic beads, fragmented using divalent cations under elevated temperature, and reverse transcribed to cDNA with random primers. Indexed adaptors were then ligated, and the library was amplified. Six indexed samples were pooled in a single lane of a NextSeq500 (Illumina) flowcell to generate ∼30 million paired-end 150-bp reads per sample. A total of 28–53 million reads (median 44.4 million) were obtained per sample [S1 Table]. Read quality was assessed using FastQC v0.11.6. Reads were aligned to the GRCh37.73 (hg19) version of the human genome using Hisat 2.0.4. Binary alignment map (BAM) files were sorted and index using Picard v2.17.3 and samtools v1.18. Aligned reads in the BAM files and the GRCh37 GTF annotation file from Ensembl were input to HTSeq v0.13.5 with default settings for read quantification of genes.

### Differential gene expression analysis

The gene count matrix output from HTSeq was used as the input of differential gene expression analysis. The analysis was performed with edgeR (v. 3.32.1) following the procedures and steps described in package documentation. In brief, lowly expressed genes across samples were removed and the expression of the remaining genes was then normalised with the Trimmed Mean of M-values (TMM) method, which calculates the relative gene expression of a selected sample. The dispersion of genes was further estimated and fitted into a negative binomial model together with a contrast matrix to determine the differentially expressed genes (DEGs) between treatments. Genes were declared significantly differentially expressed with a false discovery rate (FDR) < 0.05. Treatments with two replicates each were compared. Single contrast analysis comparing treatment and the control was performed: {CDK4/6i_72hr vs Control}, {CDK4/6i_6d vs Control} and {PRMT5i_72hr vs Control}. Multi-contrast comparison further performed compared the list of DEGs between: {{CDK4/6i_72hr vs Control} vs {CDK4/6i_6d vs Control}} and {{CDK4/6i_6d vs Control} vs {PRMT5i_72hr vs Control}} [S1 Fig]. For A375, CDK4/6i_72hr and PRMT5i_72hr samples were compared to the control_72hr samples, while the CDK4/6i_6d was compared to the control_6d samples.

### Differential alternative splicing analysis

BAM files and the Genome Reference Consortium Human Build 37 (GRCh37) gene transfer format (GTF) annotation file were used as inputs for the identification of splicing events. Differential alternative splicing analysis was performed with the replicate multivariate analysis of transcript splicing (rMATS) algorithm (v.4.1.0) to detect five categories of splicing events including skipped exon (SE), intron retention (RI), mutually exclusive exons (MXE), alternative 5’ splice site (A5SS) and alternative 3’ splice site (A3SS) [Fig 2A]. An anchor length of 8 was used for a more conserved prediction. The variable read length mapping and novel splice site detection options were enabled to maximise the prediction of splice events. To determine inclusion and skipped levels of splicing events, read length was restricted to 149 bp. Most reads (~80%) in our data set had a read length of 149 bp. Default settings were used for other non-specified parameters. Only the splicing events defined by junction counts were used for further investigation. A significance threshold of FDR < 0.05 and inclusion level difference > 0.05 were used to define significant differential splicing events. Genes with significant differential splicing events were defined as differential spliced genes for further analysis. Single contrast and multi-contrast comparison were carried out as per the differentially expressed genes [S1 Fig].

### Gene set enrichment analysis on DEGs and differentially spliced genes (DSGs)

DEGs and DSGs were annotated with the “C5” collection with ontology gene sets information from msigdbr (v. 7.4.1). For a direct comparison of the enriched gene sets of DEGs and DSGs, an over-representation analysis (ORA) with the hypergeometric distribution approach was performed with the Ensemble of Gene Set Enrichment Analyses (EGSEA; v. 1.18.1). Gene Ontology (GO) sets belonging to the biological process components were selected to create an annotation object, with the lists of DEGs or DSGs with the annotation object input for ORA. A significance threshold of adjusted p-value < 0.05 was used to determine the significantly enriched gene sets.

### Heatmap and dendrograms

DEGs or DSEs commonly discovered across all treatments were selected to generate heatmaps using ggplot2 (v. 3.4.2). The value of log fold-change were used for DEGs and the value of inclusion level difference were used for DSEs. Clustering analysis were performed based on the magnitude and direction of the value of log fold-change or inclusion level difference using the average distance calculation. Dendrograms were generated with the ggdendroplot (v. 0.1.0) package using the average distance matrix.

## Results

### Changes to gene expression and splicing during prolonged CDK4/6 inhibition

CHL1 and A375 melanoma cells were subjected to treatment with 500 nM of the PRMT5 inhibitor GSK3326595 for 72 hours or with 1 μM of the CDK4/6 inhibitor palbociclib for either 72 hours or 6 days. 

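CHL1 and A375 are established human melanoma cell lines. Palbociclib blocks the kinases CDK4 and CDK6, which drive cells into S phase, and GSK3326595 blocks the arginine methyltransferase PRMT5. The sequenced samples comprised 18 libraries in 9 groups of 2 replicates. CHL1 had a DMSO control at 72 hours, CDK4/6i at 72 hours and at 6 days, and PRMT5i at 72 hours, and all CHL1 treatments were compared with the same 72-hour control. A375 had these 4 groups and a control at 6 days, with which its 6-day CDK4/6i samples were compared. The 8 CHL1 libraries and the A375 libraries of 6 days carry the name of the same library set, and the 6 A375 libraries of 72 hours belong to another set. The controls of A375 at 72 hours and 6 days therefore differ both in time and in library set, while each comparison of treated with control cells stays within a set. Poly-A RNA was selected before the libraries were made, so mRNAs without a poly-A tail, such as those of most replication-dependent histone genes, were counted only as far as they were captured. The authors aligned the reads to GRCh37, counted them per gene with HTSeq and removed genes with low expression. The deposited table holds these counts without normalization for 20705 genes, each listed by its symbol. Total counts per library lay between 28823307 and 30013952 in the CHL1 control, 27588432 and 28223909 at 72 hours of CDK4/6i, 20509245 and 27099002 at 6 days of CDK4/6i, and 35536814 and 37424081 under PRMT5i. In A375 they lay between 18701959 and 19598242 in the 72-hour control, 18368608 and 19554353 at 72 hours of CDK4/6i, 16213475 and 16512598 under PRMT5i, 29199890 and 36036772 in the 6-day control, and 32290866 and 32749316 at 6 days of CDK4/6i. The paper's S1 Table gives 28600785 to 54976837 read pairs per library. All values here rest on the counts on genes, with a median of 27906170.5 per library, and a gene with 3 counts or fewer in every library of a group was treated as at the limit of detection.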

At these concentrations Palbociclib and GSK3326595 induce a 75–90% inhibition of cell proliferation [S2 Fig] and a decrease in PRMT5 activity, as indicated by the levels of H4R3 symmetric demethylation [11]. However, it is important to note that complete inhibition of PRMT5 activity is not achieved with either drug [11]. Notably, consistent and detectable changes in alternative splicing were observed with both drugs by the 72-hour time point [11]. Paired-end RNA sequencing reads with a length of 150 bp were generated for all samples. Following read alignment and filtering, with 28–53 million reads per sample successfully mapped to transcripts from the Ensembl hg37 annotation set. 

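Between 19390 and 20358 of the 20705 genes had at least 1 count in a given library, and 17125 genes had a count in all 18 libraries. For each gene, the second-highest value among the libraries was at least 0.361 CPM (counts scaled to a common library size), near the 0.358 CPM that 10 reads make in the median library. Replicates differed by more than counting noise in all 9 groups, with a chi-square of 7.6 to 118 per degree of freedom. The biological coefficient of variation between replicates was 0.295 in the A375 control at 6 days and 0.0682 to 0.191 in the other groups. Expression was also compared with the GC content of each gene's longest transcript, taken from GENCODE release 44 on GRCh37 for 13696 genes, which are 87.4% of the genes with a mean of at least 1 CPM. Relative to the median library of its cell line, the log2 CPM of the 10% of genes richest in GC minus that of the 10% poorest in GC was -2.49 and -1.98 in the CHL1 PRMT5i libraries and -2.27 and -1.12 in the A375 control libraries of 6 days. In the other libraries this difference lay between -0.16 and 0.50.

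**Figure D1:**
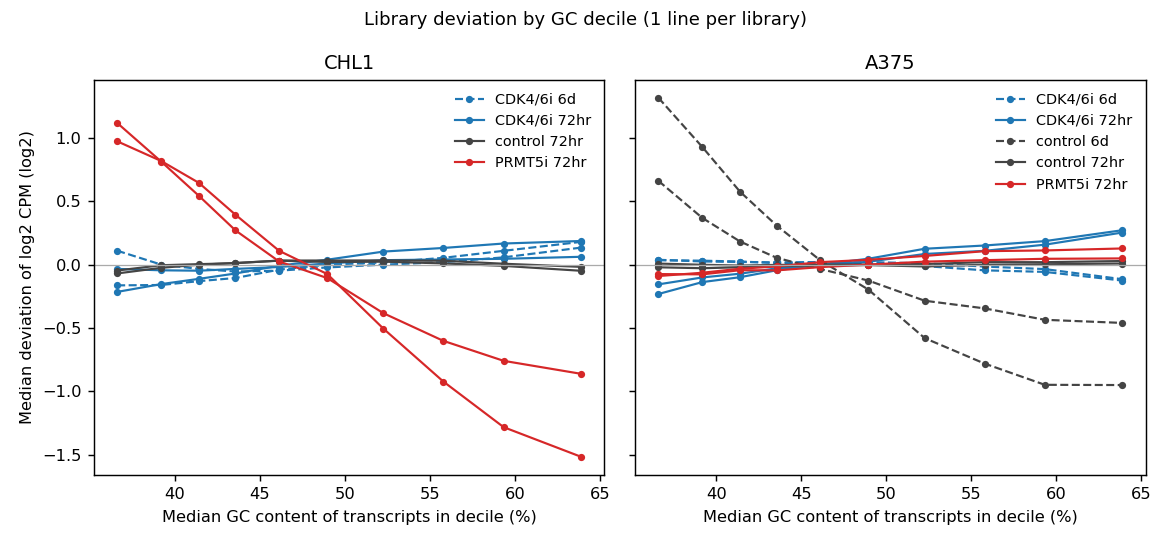
Median deviation of log2 CPM from the median library of the same cell line (y axis) in 10 groups of genes ordered by the GC content of the transcript in percent (x axis), with a line for each library, in CHL1 (left) and A375 (right). Both CHL1 PRMT5i libraries and both A375 control libraries of 6 days fall from GC-poor to GC-rich genes with a difference of -2.49 to -1.12 between the outer groups, and the other libraries stay near 0.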

The expression levels of genes were found to be highly consistent across samples, with 22,675 to 23,848 genes detected per replicate employing HTseq v0.13.5 [15] [S1 Table].

Selection of the appropriate CDK4/6i treatment length for this study was assessed according to the time-dependent effects of Palbociclib on the two melanoma cell lines. Transcriptome composition after 72 hours and 6 days of inhibition were compared using Principal Component Analysis (PCA). Sample replicates clustered together according to time on treatment [Fig 1A and 1B]. 

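The libraries of Fig 1A and 1B were compared by principal component analysis of log2 CPM (pseudocount 1) of all genes, separately for each cell line. In A375, the first and second components held 57.6% and 29.6% of the variance of 8 libraries, and for 8 of 8 libraries the nearest other library in this plane was its replicate. Across these libraries, the first component correlated with the difference between GC-rich and GC-poor genes (r = 0.935). It also separated the libraries of 6 days from those of 72 hours, which belong to different library sets. In CHL1 the first and second components held 62% and 18.1% of the variance of 6 libraries. Here the nearest library was the replicate for 4 of 6 libraries, and not for the replicates at 6 days of CDK4/6i. With the 500 genes of highest variance, or with a pseudocount of 0.1, it was so for 5 of 6 CHL1 libraries.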

Subsequently, data from each treatment were independently compared against corresponding controls to identify transcripts with differential expression using edgeR [16]. In both CHL1 and A375, the number of differentially expressed genes (DEGs) increased during of CDK4/6i treatment. 

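Counts were normalized by edgeR's TMM method, and differential expression was tested with edgeR's quasi-likelihood test with all libraries of a cell line fitted together. Genes with a Benjamini-Hochberg adjusted p-value below 0.05 among the 20705 tested were called DEGs. In CHL1, 3.34 times as many genes were DEGs at 6 days of CDK4/6i as at 72 hours, and in A375 3.23 times as many. The CHL1 numbers share the control at 72 hours, whereas each A375 time point has its own control. The CHL1 comparison at 6 days therefore does not separate the drug from longer culture. Fitting only the compared groups, so that no spread is borrowed from the other groups, reversed the order of 6 days and 72 hours in both lines. CHL1 then had 4202 DEGs at 72 hours and 3842 at 6 days, and A375 had 6940 and 5862.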

Following 72 hours of CDK4/6i treatment, CHL1 exhibited a total of 943 DEGs (445 up-regulated/498 down-regulated) which increased to 3300 DEGs (1689 up-regulated/1611 down-regulated) after 6 days of CDK4/6i treatment [S2 Table]. 

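After 72 hours of CDK4/6i, 1032 genes were DEGs in CHL1 (469 up-regulated/563 down-regulated), or 4.98% of the genes tested. After 6 days there were 3443 DEGs (1828 up-regulated/1615 down-regulated), or 16.6%. The largest rise at both times, among DEGs with a mean of at least 1 CPM over the libraries fitted whose treated libraries both lay beyond both controls, was that of AC002511.1. It had 0.0691 ± 0.0977 CPM (SD, n = 2) in the control, 1.61 ± 0.00896 at 72 hours and 7.23 ± 0.633 at 6 days. Its log2 fold change was 4.44 at 72 hours (standard error 0.68, edgeR adjusted p = 0.00514) and 6.61 at 6 days (standard error 0.60, edgeR adjusted p = 0.000238). Its size rested on a single control library, since the control replicates had 0 and 4 reads and the log2 fold change at 72 hours was 8.43 without replicate 1 and 3.50 without replicate 2 of the control. The largest fall at 72 hours was that of the histone gene HIST1H4D, from 52.9 ± 11.6 to 7.49 ± 1.49 CPM (SD, n = 2), with a log2 fold change of -2.82 (standard error 0.26, edgeR adjusted p = 0.000777). At 6 days it was that of a gene listed under a clone name of the RP5 library, from 8.2 ± 1.24 to 0.4 ± 0.296 CPM (SD, n = 2), with a log2 fold change of -4.26 (standard error 0.52, edgeR adjusted p = 0.000678), which moved between -5.39 and -3.71 when each library was left out in turn.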

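In A375, 2761 genes were DEGs after 72 hours of CDK4/6i (1288 up-regulated/1473 down-regulated), or 13.3% of the genes tested, and 8928 were DEGs after 6 days (4512 up-regulated/4416 down-regulated), or 43.1%. Across the genes with a GC value, the log2 fold change at 6 days followed GC content with a Spearman correlation of 0.59. Both control libraries of 6 days fell from GC-poor to GC-rich genes, so part of these DEGs may not reflect the drug. With the A375 control at 72 hours in place of that at 6 days, 6459 genes were DEGs at 6 days (3362 up-regulated/3097 down-regulated). With equal replicate numbers taken as pairs, 8752 genes were DEGs at 72 hours, and whether the replicates are pairs is not known. The largest rise at 72 hours under the same rule was that of HLA-DQA2, whose control libraries had at most 1 read. At 0.484 ± 0.236 CPM (SD, n = 2) it was at least 3.32-fold higher under CDK4/6i, with an adjusted p of 0.0111 from edgeR, and its reads may be shared with its paralog HLA-DQA1. DMC1 fell most, from 2.65 ± 0.149 to 0.153 ± 0.0669 CPM (SD, n = 2), with a log2 fold change of -4.12 (standard error 0.47, edgeR adjusted p = 5.11e-05). At 6 days a gene listed under a clone name of the RP11 library rose most, from 0.595 ± 0.221 to 20.0 ± 2.46 CPM (SD, n = 2), with a log2 fold change of 5.05 (standard error 0.37, edgeR adjusted p = 8.69e-07). MIR3687 fell most at 6 days, from 151.5 ± 58.6 to 0.281 ± 0.282 CPM (SD, n = 2), with a log2 fold change of -9.05 (standard error 0.59, edgeR adjusted p = 3.84e-07) that lay between -10.77 and -8.30 when each library was left out in turn. MIR3687 also differed widely between the A375 controls, with 1723 ± 903 CPM (SD, n = 2) in that of 72 hours. After 72 hours of CDK4/6i it was at 2818 ± 264 CPM (SD, n = 2) and not a DEG. The reads on MIR3687 in these poly-A libraries come from transcripts that cover its locus and do not measure the mature microRNA.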

A similar trend was observed in A375, with 3119 DEGs (1710 up-regulated/1409 down-regulated) detected, which increased to 9477 DEGs (4876 up-regulated/4601 down-regulated) after 6 days [Fig 1C]. 

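Of the CHL1 genes that were DEGs after 72 hours of CDK4/6i, 939 (91%) were also DEGs after 6 days, all of them in the same direction (438 up-regulated/501 down-regulated). In A375, 2160 of the 72-hour DEGs (78.2%) were DEGs at 6 days, of which 2127 changed in the same direction (969 up-regulated/1158 down-regulated) and 33 in the opposite direction. With only the compared groups in the fit these shares were 64.7% in CHL1 and 50.1% in A375. With limma and library quality weights they were 64.7% and 42.7%. In the other direction, limma on log2 CPM (pseudocount 1) gave 99.2% in CHL1 and limma voom 79.6% in A375. Across the 15677 genes with a mean of at least 1 CPM, the log2 fold changes of both times correlated with r = 0.756 in CHL1 and 0.606 in A375. Genes are not independent replicates, so no p-value is given for these correlations. The shared CHL1 control by itself produces a correlation, which averaged 0.478 (SD 0.027) in 20 simulations of unchanged groups. In these all differences are noise, so how much of the r of 0.756 the shared control explains is not known. In A375, where the controls are separate, the simulated correlation averaged 0.00648 (SD 0.0222). No gene was called at both times in any of these simulations, in either line.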

Notably, there was a high concordance between time points in both CHL1 and A375, with 92.2% and 75.8% of the observed DEGs at 72 hours also differentially expressed after 6 days, respectively [S3 Fig].

**Fig 1:**
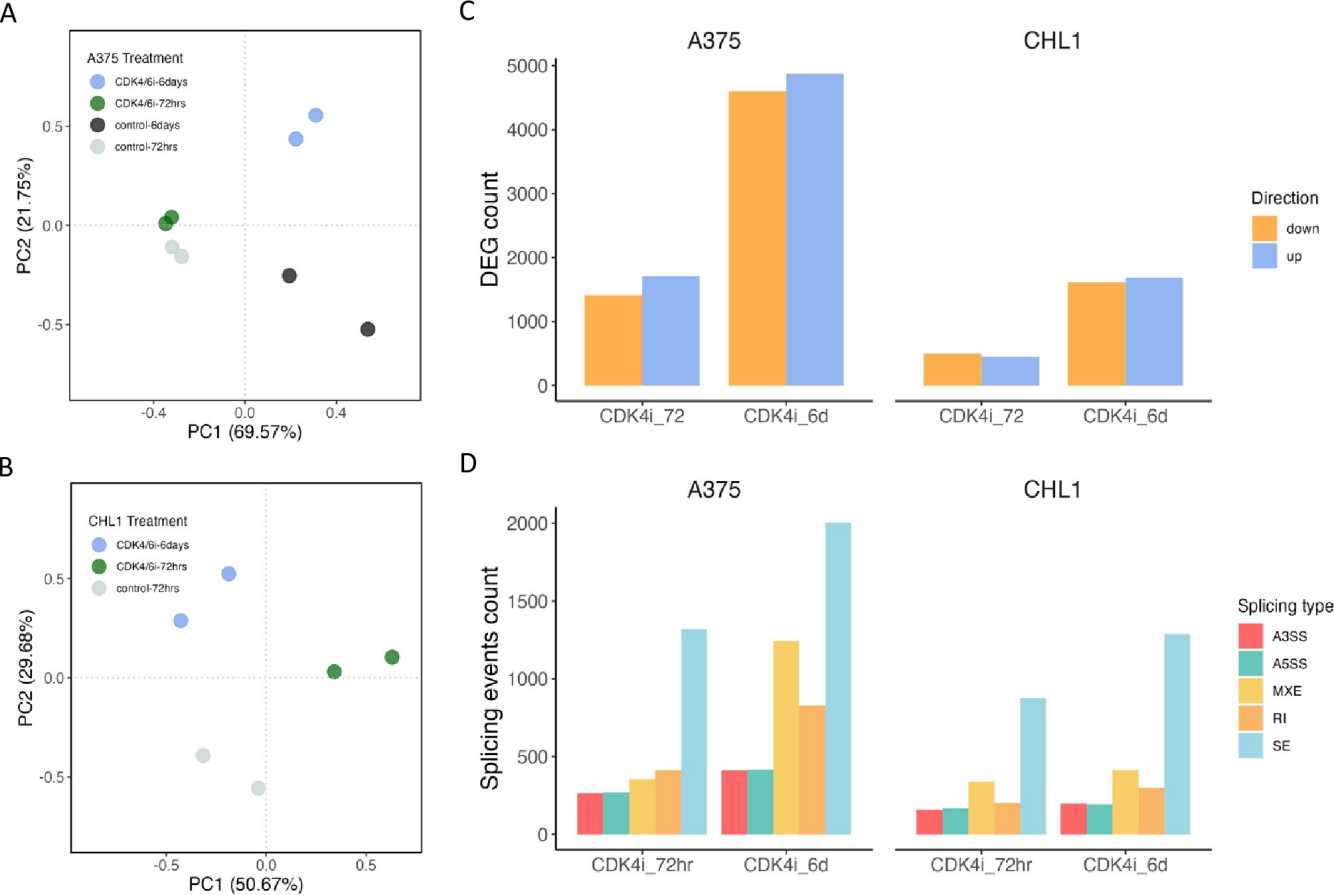
Prolonged CDK4/6 inhibition response of gene expression and splicing in A375 and CHL1. PCA plot of CDK4/6 inhibited samples showing clusters between replicates in **(A)** A375 and **(B)** CHL1 cell. **(C)** Number of upregulated and downregulated genes in CDK4/6 inhibited samples in A375 (left) and CHL1 (right) cell. **(D)** Number of differentially spliced events in CDK4/6 inhibited samples in A375 (left) and CHL1 (right) cell.

In addition to gene expression, CDK4/6i also regulates gene splicing. Therefore, we examined the effect of CDK4/6i on alternative splicing in both melanoma cell lines. To analyse this, we utilized the replicate multivariate analysis of transcript splicing (rMATS) algorithm, which processes RNA sequencing reads from all replicates of CDK4/6 inhibited and control samples. The rMATS software evaluates five major alternative splicing events: alternative 3’ splice sites (A3SS), alternative 5’ splice sites (A5SS), mutually exclusive exons (MXE), retained introns (RI), and skipped exons (SE) [Fig 3A]. Each sample’s splicing events are quantified, and an "inclusion level" is calculated to indicate the frequency of each alternatively spliced transcript relative to the annotated transcript for the corresponding gene [17]. Note that only splicing events involving known annotated exons are considered. A statistical model accounts for splice isoform length and variability between replicates to identify specific splicing events with statistically significant differences in their inclusion levels between conditions. We identified individual splicing events in the 72-hour and 6-day CDK4/6 inhibited samples and quantified the number of reads supporting each splice isoform. We compared these results to DMSO control samples to identify splicing events with significant changes in frequency upon treatment, using a threshold of FDR <0.05 (Methods). We refer to these observations as "differential spliced events (DSEs)", which indicate alterations in the alternative splicing of mRNAs in response to drug treatment.

Overall, CDK4/6i resulted in a total of 1,741 and 2,621 DSEs in CHL1 and A375 after 72 hours, respectively, increasing by 37.3% and 87.1% to reach 2,391 and 4,904 after 6 days of treatment. These changes were observed across all types of splice events detected by rMATS, with skipped exons (SE) being the most frequently detected event [Fig 1D]. Approximately equal proportions of DSEs were found to be enriched (upregulated) and depleted (downregulated) in all CDK4i treated cells. Specifically, 51% of splice events were upregulated by CDK4/6i at 6 days and 52% at 72 hours in CHL1, while in A375, 49% were upregulated at 6 days and 45% at 72 hours [S4 Fig].

The results indicate prolonged CDK4/6i impacts both gene expression and alternative splicing in CHL1 and A375 melanoma cells. Therefore, the numbers of DEGs and DSEs observed at 72 hours primarily represent an early response to CDK4/6i that is sustained, rather than an immediate-early transcriptional program or stochastic variation in gene expression. 

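The difference between the times was tested directly with edgeR's quasi-likelihood test. In CHL1, where the shared control drops out of the comparison of 6 days with 72 hours of CDK4/6i, 3 genes passed an adjusted p of 0.05, and 1634 genes had an unadjusted p below 0.05. Because the number is small, these genes were named after their values were seen. They are AKR1B10, which had a log2 fold change of 1.97 (standard error 0.21, edgeR adjusted p = 0.00938), AL592188.6, with 3.71 (standard error 0.49, edgeR adjusted p = 0.0458), and EDIL3, with 1.76 (standard error 0.18, edgeR adjusted p = 0.00938), all higher at 6 days in both replicates. CHL1 had no control at 6 days, so these genes may differ through longer culture as well as through longer exposure to the drug. In A375, the change at 6 days differed from that at 72 hours for 224 genes, higher at 6 days for 36 and lower for 188, and 4118 genes had an unadjusted p below 0.05. The paper concludes that the numbers of DEGs and splicing events at 72 hours primarily represent an early response to CDK4/6i that is sustained.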

The consistent pattern of wide-scale changes in the transcriptome of CHL1 and A375 cells emerges only after prolonged exposure to palbociclib. Consequently, the 6-day CDK4/6i samples were selected for the downstream analysis of the CDK4/6i dependency on PRMT5.

### CDK4/6 and PRMT5 inhibition generate divergent changes in gene expression

Although PRMT5 is a protein within the CDK4/6 pathway that regulates various cellular processes, how the global effects of CDK4/6 inhibition in melanoma, relate specifically to PRMT5, are currently not well understood. 

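The same principal component analysis was run for the groups of Fig 2A and 2B, which add PRMT5i to the control and 6-day CDK4/6i groups. In CHL1 the first component held 75.4% and the second 15.4% of the variance of 6 libraries, and in A375 they held 59.97% and 27.3% of the variance of 8 libraries. The nearest library was the replicate for 6 of 6 CHL1 libraries and 8 of 8 A375 libraries. With the 500 genes of highest variance it was so for 7 of 8 A375 libraries. In CHL1 the groups that these components separate also differ in the GC trend, which both PRMT5i libraries carry, and in A375 both control libraries of 6 days carry it.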

To investigate, we compared the gene composition of melanoma cells treated with CDK4/6 and PRMT5 inhibitors using PCA, which revealed each treatment reproducibly results in distinct expression profiles across the two cell lines [Fig 2A and 2B]. We then compared DEGs between CDK4/6 and PRMT5 inhibition.

**Fig 2:**
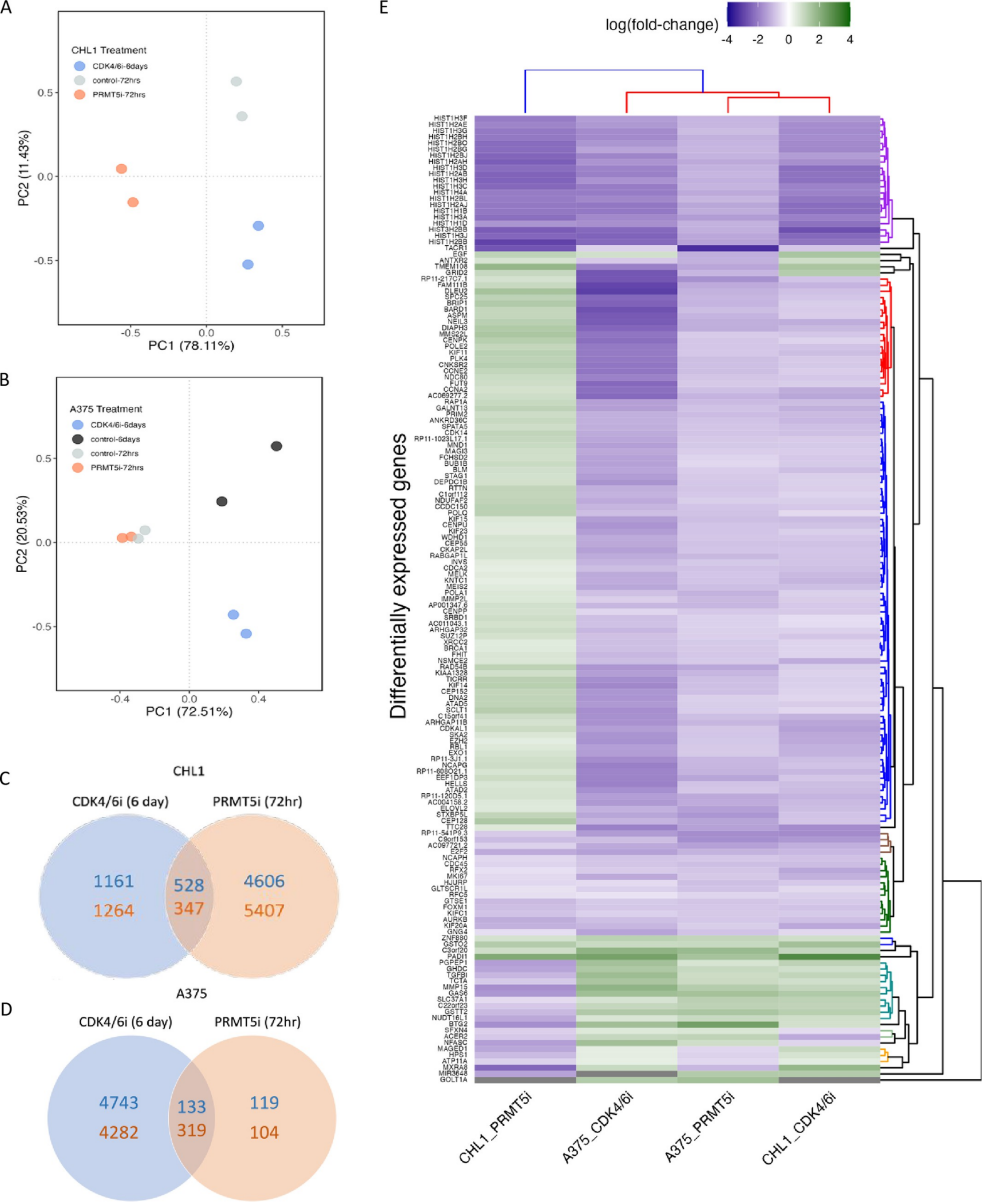
Differential gene expression in response to CDK4/6 and PRMT5 inhibition. PCA plot of CDK4/6 and PRMT5 inhibited samples showing clusters between replicates in **(A)** A375 and **(B)** CHL1 cell. Number of upregulated and downregulated genes shared in CDK4/6 and PRMT5 inhibited samples in A375 **(C)** and CHL1 **(D)** cell. **(E)** Fold-change of differentially expressed genes shared across all samples.

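In CHL1, 3.25 times as many genes were DEGs under PRMT5i as under 6 days of CDK4/6i. This ratio moved most under corrections for GC content chosen after seeing the data, the main one of which removed from each library a smooth curve of log2 CPM on GC content. On the 13696 genes with a GC value, 9530 genes were DEGs under PRMT5i and 2894 under 6 days of CDK4/6i without the correction, and 4552 and 4413 with it.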

PRMT5 inhibition induced nearly four times more DEGs than CDK4/6 inhibition. Specifically, in PRMT5i treated CHL1 cells, a total of 10,888 DEGs (5134 upregulated/5754 downregulated) were identified [Fig 2C]. This demonstrates that PRMT5i induces more pronounced and immediate changes to the transcriptome of CHL1 cells compared to CDK4/6 inhibition. However, in A375 cells, only 675 DEGs were observed after PRMT5i, which is a marked difference from the DEG numbers in CHL1 [Fig 2D]. This suggested huge variations in proliferative capacity and genetic makeup between the cell lines. 

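Under PRMT5i, 11176 genes were DEGs in CHL1 (5461 up-regulated/5715 down-regulated), or 54% of the genes tested. Across the genes with a GC value, the log2 fold change followed GC content with a Spearman correlation of -0.815, and the median GC content was 40.1% in up-regulated and 57.2% in down-regulated DEGs. LINC01031 rose most among DEGs with a mean of at least 1 CPM, from 1.12 ± 0.177 to 11.5 ± 1.72 CPM (SD, n = 2), with a log2 fold change of 3.38 (standard error 0.27, edgeR adjusted p = 8.22e-05). RNF224 fell most, from 0.558 ± 0.188 CPM (SD, n = 2) to at most 1 read per library, and was at least 5.36-fold lower (edgeR adjusted p = 0.00059). The gene of the drug target, PRMT5, had a log2 fold change of -0.96 (edgeR adjusted p = 0.0016), which was -0.38 and no longer past the threshold after the GC correction.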

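The median absolute log2 fold change of the CHL1 DEGs was 1.14 under PRMT5i, 1.00 at 72 hours of CDK4/6i and 0.98 at 6 days. Requiring an absolute log2 fold change of at least 1 as well left 6984 CHL1 DEGs under PRMT5i, 521 at 72 hours of CDK4/6i and 1679 at 6 days. Compared directly with each other at 72 hours by edgeR's quasi-likelihood test, PRMT5i and CDK4/6i in CHL1 differed in 11958 genes, 5871 higher and 6087 lower under PRMT5i. Of the 9530 PRMT5i DEGs with a GC value, 31.1% were also called in the same direction after the GC correction and 352 in the opposite direction.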

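Under PRMT5i, 541 genes were DEGs in A375 (181 up-regulated/360 down-regulated), or 2.61% of the genes tested, and 3332 had an unadjusted p below 0.05. CHL1 thus had 20.7 times as many DEGs under PRMT5i as A375. The A375 number depended on the libraries fitted together. It was 1861 with only the compared groups in the fit and 3265 with only the 6 libraries of 72 hours, the latter an alternative chosen after seeing the data. With equal replicate numbers taken as pairs in these 6 libraries it was 6113, against 11151 in CHL1. The share of up-regulated genes then moved from 33.5% to 47.9%. The number of DEGs was 1496 with the GC correction, against 363 on the same genes without it. CTD-2043I16.1 rose most, from 0.267 ± 0.032 to 3.31 ± 0.129 CPM (SD, n = 2), with a log2 fold change of 3.60 (standard error 0.56, edgeR adjusted p = 0.00531). RP11-323I15.5 fell most, from 2.88 ± 1.18 to 0.253 ± 0.186 CPM (SD, n = 2), with a log2 fold change of -3.47 (standard error 0.65, edgeR adjusted p = 0.0116) and of -4.54 without replicate 1 and -2.90 without replicate 2 of PRMT5i.

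**Figure D2:**
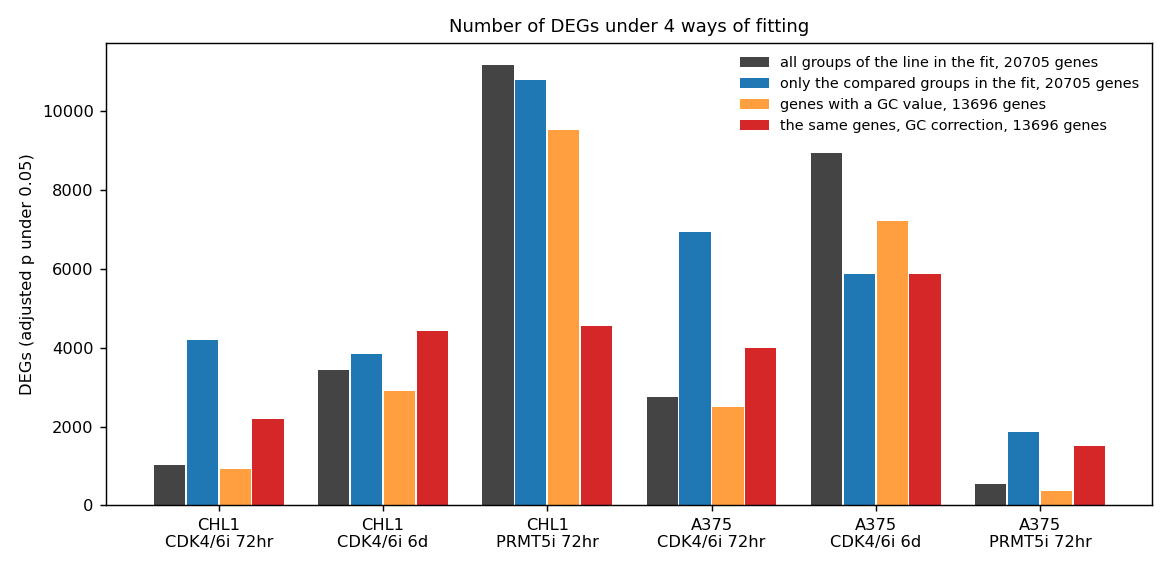
Number of DEGs (y axis) in the 6 comparisons of treated with control cells (x axis), with a bar for each way of fitting: all groups of a line and all 20705 genes, only the compared groups and the same genes, all groups and the 13696 genes with a GC value, and these genes with the GC correction. PRMT5i in CHL1 drops from 9530 to 4552 DEGs with the GC correction, and CDK4/6i at 72 hours in A375 rises from 2761 to 6940 with only the compared groups.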

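The DEGs of 6 days of CDK4/6i and of 72 hours of PRMT5i were compared over all 20705 genes with a two-sided Fisher's exact test, whose p treats genes as independent. In CHL1, 2110 genes were DEGs under both treatments, with 1858 expected by chance (odds ratio 1.43, exact p = 3.35e-21). Genes up-regulated by both were more frequent than chance (odds ratio 1.56, exact p = 3.67e-17) and genes down-regulated by both less frequent (odds ratio 0.741, exact p = 8.1e-07). In A375, 393 genes were DEGs under both, with 233 expected (odds ratio 3.62, exact p = 6.41e-45), and both directions exceeded chance (odds ratio 3.68, exact p = 2.76e-17 for up-regulated genes and odds ratio 14.9, exact p = 8.15e-124 for down-regulated genes). The log2 fold changes of the treatments correlated across genes with r = 0.0702 in CHL1. On the genes with a GC value r was 0.048 before and 0.19 after the GC correction. The shared control alone gave 0.488 (SD 0.0165) in simulations of unchanged groups. These hold only noise, so a shared control weighs more in them than where genes change, and 0.488 is no baseline for r. In A375, where the treatments have separate controls, r was 0.351, against 0.00111 (SD 0.024) in the simulations. At most 1 gene was called under both treatments in any of these simulations.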

Notably, Palbociclib and GSK3326595 appear to induce divergent changes in gene expression in both CHL1 and A375 cells, with each treatment altering the expression of distinct sets of transcripts (Fisher’s Exact test, p<0.05) [Fig 2C and 2D]. 

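Between 72 hours of CDK4/6i and PRMT5i, 651 CHL1 genes were DEGs under both treatments (odds ratio 1.49, Fisher's exact p = 1.56e-09), of which 265 changed in the same direction and 386 in opposite directions. The 265 genes were 2.29% of all genes called under either treatment. In A375, 371 genes were shared (odds ratio 16.2, Fisher's exact p = 1.18e-199), of which 365 changed in the same direction and 6 in opposite directions, and the 365 genes were 12.4% of those called under either. At this time both treatments are compared with the same control in each line. The correlation across genes was 0.00828 in CHL1 and 0.552 in A375. The simulated unchanged groups gave 0.497 (SD 0.0186) and 0.485 (SD 0.0212) from the shared control. They hold only noise, so these values are no baseline where genes change.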

After 72 hours of CDK4/6 there is also low overlap in DEGs [S5 Fig].

To assess the dependency of PRMT5 on CDK4/6 inhibition, we examined the overlap of DEGs between both treatments. In CHL1, a total of 875 DEGs (528 up-regulated/347 down-regulated) were shared between CDK4/6 and PRMT5 inhibition, accounting for only 6.6% of all detected DEGs [Fig 2C]. Similarly, in A375, there were 452 shared DEGs (133 up-regulated/319 down-regulated), representing just 4.4% of all detected DEGs [Fig 2D]. Among these shared DEGs, 157 genes were common to both CHL1 and A375. 

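In CHL1, 1000 genes changed in the same direction under 6 days of CDK4/6i and under PRMT5i (638 up-regulated/362 down-regulated), which is 7.99% of the 12509 genes called under either. A further 1110 genes were called under both in opposite directions. On the 13696 genes with a GC value, 922 genes were shared in the same and 1068 in opposite directions before the GC correction, and 825 and 773 after it.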

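In A375, 376 genes changed in the same direction under both treatments (91 up-regulated/285 down-regulated), 4.14% of the 9076 genes called under either, and 17 changed in opposite directions. The 376 genes were 69.5% of the A375 DEGs under PRMT5i. The GC correction raised the number shared in the same direction from 268 to 934 on the same genes.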

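In the 4 comparisons of Fig 2E, that is 6 days of CDK4/6i and PRMT5i in each line, 138 genes were DEGs in all. Of these, 40 changed in the same direction under both treatments within each line.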

Of the common DEGs, 39 were down-regulated across all treatments, with histone genes clustering together [Fig 2E]. 

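Of the 138 genes, 32 were down-regulated and 4 up-regulated in all 4 comparisons. Histone genes of the replication-dependent clusters (symbols starting with HIST1H, HIST2H, HIST3H or HIST4H) numbered 69 in the table. The 138 genes held 21 of them, and all 21 were down-regulated in all 4 comparisons. The median log2 fold change of the 69 histone genes was -1.69 after 6 days of CDK4/6i and -2.01 under PRMT5i in CHL1, and -1.64 and -0.93 in A375. DEGs among them were 51 down-regulated and 1 up-regulated gene under CDK4/6i and 59 down-regulated genes under PRMT5i in CHL1, and 58 and 23 down-regulated genes in A375. After the GC correction, which left 58 of these genes, the medians were -1.80, -1.02, -2.21 and -0.98 in the same order. Most of these genes differ little in sequence and their mRNAs lack a poly-A tail, so reads may be shared between members and each gene's level depends on how much of its RNA was captured.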

There were also other important genes regulating cell cycle, such as the cell division cycle (CDC) 45 and E2F transcription factor 2 (E2F2) genes. 

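CDC45 lies on chromosome 22 of GRCh37 from 19466980 to 19508135 and encodes a replication factor, and E2F2 lies on chromosome 1 from 23832930 to 23857725. In CHL1, CDC45 fell from 54.7 ± 1.04 CPM (SD, n = 2) in the control to 27.6 ± 0.712 after 6 days of CDK4/6i, with a log2 fold change of -0.97 (standard error 0.16, edgeR adjusted p = 0.00237). Under PRMT5i it was at 35.2 ± 3.25 CPM (SD, n = 2), with a log2 fold change of -0.62 (standard error 0.16, edgeR adjusted p = 0.00509). In A375 its log2 fold change was -0.88 (standard error 0.21, edgeR adjusted p = 0.00325) after 6 days of CDK4/6i and -0.98 (standard error 0.21, edgeR adjusted p = 0.0209) under PRMT5i. E2F2 in CHL1 fell from 59.0 ± 5.29 CPM (SD, n = 2) to 28.1 ± 8.09 after 6 days of CDK4/6i, with a log2 fold change of -1.05 (standard error 0.22, edgeR adjusted p = 0.00848). Under PRMT5i it was at 24.5 ± 5.3 CPM (SD, n = 2), with a log2 fold change of -1.25 (standard error 0.22, edgeR adjusted p = 0.000626). In A375 the log2 fold change of E2F2 was -1.43 (standard error 0.26, edgeR adjusted p = 0.000592) after 6 days of CDK4/6i and -1.16 (standard error 0.26, edgeR adjusted p = 0.0278) under PRMT5i. The difference in A375 at 6 days depended on its control libraries, since leaving out each library in turn gave log2 fold changes of -1.14 to -0.55 for CDC45 and -1.76 to -1.01 for E2F2. With the GC correction the log2 fold changes at 6 days in A375 were -1.32 for CDC45 and -2.03 for E2F2. Under PRMT5i in CHL1, the GC correction moved CDC45 to a log2 fold change of -0.03 and E2F2 to -0.15, and neither was a DEG any more. Under PRMT5i in A375, neither was a DEG with limma on log2 CPM (pseudocount 1). Both stayed DEGs there with the GC correction (edgeR adjusted p = 0.00179 for CDC45 and 0.00475 for E2F2). After 72 hours of CDK4/6i, CDC45 was a DEG in both lines and E2F2 only in A375, where its log2 fold change was -2.24 (edgeR adjusted p = 8.16e-05), against -0.78 in CHL1 (edgeR adjusted p = 0.0622). E2F2 was a DEG in CHL1 at this time as well after the GC correction.

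**Figure D3:**
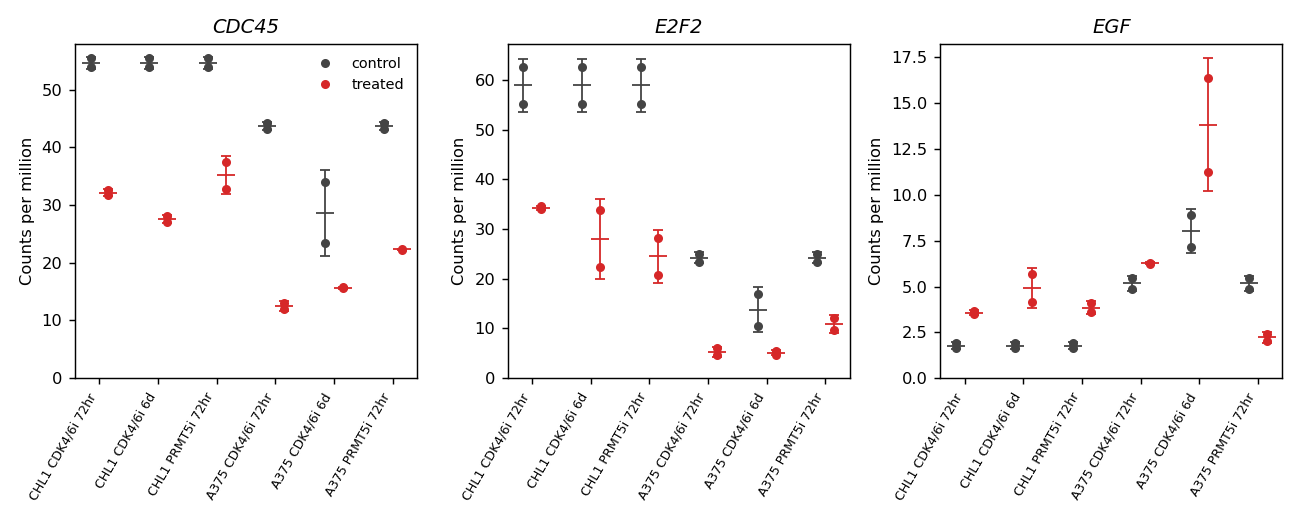
CPM (y axis) of CDC45, E2F2 and EGF in the 6 comparisons of treated with control cells (x axis), with a point for each of 2 replicates, a line at the mean and a bar for the SD, control cells dark and treated cells red. CDC45 and E2F2 lie lower in treated cells in all 6 comparisons, while EGF lies lower only under PRMT5i in A375.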

Interestingly, contrasting responses between the two cell lines under PRMT5 inhibition occurred. Some genes that were down-regulated in A375 under both CDK4/6 and PRMT5 inhibition were in fact up-regulated in PRMT5i-treated CHL1 [Fig 2E]. 

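In A375, 285 genes were down-regulated by both treatments, of which 143 were up-regulated and 46 down-regulated by PRMT5i in CHL1. Among the 138 genes called in all 4 comparisons, 84 were down-regulated in the other 3 and up-regulated in PRMT5i-treated CHL1, and 11 showed the mirror image. The median GC content was 39.9% in the 127 of the 143 genes with a GC value and 53.5% in the 37 of the 46, against 47.5% in all 13696 genes with a GC value. Among genes with a GC value, 202 were down-regulated by both treatments in A375 and 114 of them were up-regulated by PRMT5i in CHL1. Calls after the GC correction gave 610 genes down-regulated by both treatments in A375, of which 128 were up-regulated and 104 down-regulated by PRMT5i in CHL1.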

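The comparisons were placed by the Euclidean distance between their log2 fold changes over the 138 genes called in all 4. PRMT5i in CHL1 had the largest mean distance to the other 3 comparisons, 22.4, against 18.1 for 6 days of CDK4/6i in A375, 14.2 for PRMT5i in A375 and 13.9 for 6 days of CDK4/6i in CHL1. Of the pairs, CDK4/6i in CHL1 and PRMT5i in A375 were closest, at 8.51, and PRMT5i in CHL1 and CDK4/6i in A375 farthest apart, at 27.1. That pair holds both groups with the GC trend, on opposite sides of their comparisons.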

The cluster analysis further revealed the gene expression response of CHL1 to PRMT5i differs noticeably compared to other treatments [Fig 2E]. Although the two melanoma cell lines tested here exhibited a similar gene expression response under CDK4/6i, they demonstrated a divergent response to PRMT5i.

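The difference between the lines was tested directly with edgeR's quasi-likelihood test over all 18 libraries. The response to PRMT5i differed in 8466 genes, with 3885 higher and 4581 lower in CHL1 than in A375, and the response to 72 hours of CDK4/6i differed in 133 genes, with 50 higher and 83 lower. With the GC correction the number was 3545 for PRMT5i and 546 for CDK4/6i. The number for CDK4/6i depended on the fit. It was 99 with limma voom, 500 with equal replicate numbers taken as pairs, 1797 with only the compared groups and 2527 with limma and library quality weights. For PRMT5i these fits gave 8514, 9837, 9131 and 10151. Across genes, the responses of the lines correlated with r = 0.37 for 72 hours of CDK4/6i, 0.2 for 6 days of CDK4/6i and -0.0939 for PRMT5i. After the GC correction r was 0.03 for PRMT5i. Of the genes called in both lines, 511 of 522 changed in the same direction at 72 hours of CDK4/6i, 1392 of 1793 at 6 days, and 112 of 317 under PRMT5i, and with the GC correction 298 PRMT5i genes changed in the same direction and 203 in opposite directions.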

### CDK4/6 and PRMT5 inhibition produce distinct changes to alternative splicing

Alternative splicing can interfere with gene expression and protein formation, leading to changes in pathway function. Understanding the effects of CDK4/6 inhibition on alternative splicing in melanoma cells and its dependency on PRMT5 is crucial. Therefore, we compared the DSEs detected by rMATS [Fig 3A]. PRMT5i induced a total of 10,843 DSEs in CHL1, which was more than four times higher than that of CDK4/6i with 2,391 DSEs detected [S3 Table]. Similarly, 5,868 DSEs were detected in A375 treated with PRMT5i, which was slightly higher than that of CDK4/6i with 4,904 DSEs detected [Fig 3B]. Nearly half (51%) of the PRMT5i-induced DSGs harboured multiple splicing events, whereas this was less for CDK4/6i; 28% at 6 days and 26% at 72 hours [S6 Fig]. This trend was consistent across all types of splice events detected by rMATS, with skipped exons (SE) being the most frequently observed event in all treatment conditions [Fig 3C]. Among all the detected DSEs, 2.8% were shared between CDK4/6 and PRMT5 inhibition in CHL1, which was lower in A375 with 1.5% shared [Fig 3B], with low overlap across all types of DSEs [S7 Fig]. This indicates that the CHL1 cell has a stronger response of alternative splicing under PRMT5i and more of these DSEs detected in CDK4/6i might be dependent on PRMT5. The high proportion of distinct DSEs detected under PRMT5i is consistent with the known functions of PRMT5 as a direct regulator of the spliceosome [1,18,19].

**Fig 3:**
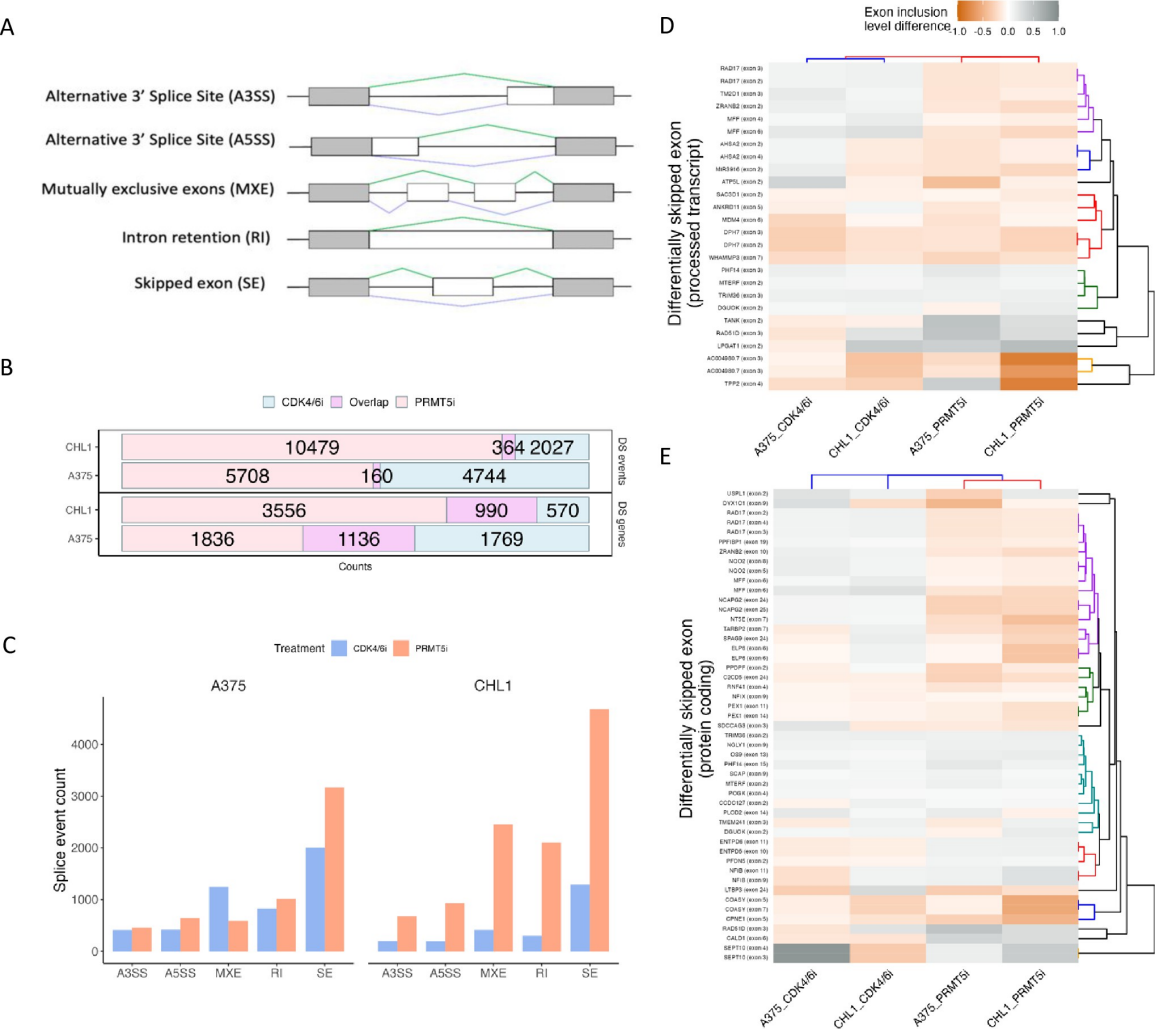
Differential splicing in response to CDK4/6 and PRMT5 inhibition. **(A)** Types of alternative splicing events identified by rMATS. **(B)** Number of differentially spliced events and differentially spliced genes shared in CDK4/6 and PRMT5 inhibited samples. **(C)** Abundance of different types of splice events in CDK4/6 and PRMT5 inhibited samples. Exon inclusion level difference of skipped exons events detected across all samples, related to processed transcript **(D)** and protein coding **(E)**.

Skipping of exon 6 in MDM4 has been reported to be regulated under CDK4/6i via PRMT5 [11]. DSE with an unadjusted p-value <0.05 captured MDM4 SE events across all samples [Fig 3D], which matched Polymerase Chain Reaction (PCR) data from a previous related study showing suppression of PRMT5 activity leads to decreased MDM4-full length (FL) mRNA and thus protein expression through the skipping of exon 6 in A375 [S8 Fig] [11]. This specific SE event was more frequent in PRMT5i treated CHL1 and A375 cells than in CDK4/6i treated samples [S4 Table]. Overall, SE events were detected in 26 processed transcripts [Fig 3D] and 49 protein coding transcripts [Fig 3E] at the relaxed threshold. Cluster analysis additionally showed PRMT5i treated samples have a similar skipping exon response based on the commonly detected DSEs [Fig 3D and 3E]. Note that even with the relaxed significance threshold of unadjusted p < 0.05, the overlap in DSEs between treatments remained low [S9 Fig].

Overall, these findings highlight the distinctive effects of CDK4/6 and PRMT5 inhibition on alternative splicing in melanoma cells. CHL1 cells show a more pronounced response in terms of differentially spliced events, with MDM4 exon 6 being identified as a common skipped exon event. These results emphasize the importance of considering the specific effects of different inhibitors on alternative splicing and their potential implications for melanoma treatment.

We then associated the DSEs with genes by investigating the differentially spliced genes (DSGs), which were defined as genes harboring one or more DSEs at FDR <0.05. Consistent with the spliced event data, PRMT5i resulted in a higher number of DSGs (4,546) compared to CDK4/6i (1,560) in CHL1, with 19.3% commonly spliced in both treatments. Similarly, PRMT5i and CDK4/6i in A375 resulted in 2,972 and 2,905 DSGs respectively, with 24% commonly spliced [Fig 3B]. Similar degree of overlap in DSGs was seen between 72 hours CDK4/6i and PRMT5i samples [S10 Fig] Across all treatments, 236 DSGs were commonly detected, with genes participating in the cell cycle, including the cell division cycle (CDC) 27 gene and the cyclin dependent kinase (CDK) 16 gene. Since we have observed the MDM4 skipped exon 6 events with the p-value <0.05 threshold, we also compared the DSGs identified with this loosened threshold. There are 47% and 49% of genes being spliced under both treatments in A375 and CHL1 respectively [S9 Fig]. In particular, cell cycle related genes such as CDK2, E2F3, E4F transcription factor 1 (E4F1), MDM2 and MDM4 to name a few, were also being spliced across all treatments. This indicates that both CDK4/6i and PRMT5i have influenced splicing in genes that contribute to the cell cycle.

### The functional impacts of differential expression and differential splicing vary depending on the treatment

Distinct patterns of differential expression and splicing in genes were observed under CDK4/6 and PRMT5 inhibition. To investigate the relationship between differential splicing and gene expression changes, we compared DSGs (FDR <0.05) with DEGs. We found that 71.5% of the DSGs in PRMT5i-treated CHL1 were also identified as DEGs, whereas only 19.3% of the DSGs in CDK4/6i-treated CHL1 were also identified as DEGs. In A375, only 3.5% of the DSGs in PRMT5i-treated cells but 45.8% of the DSGs in CDK4/6i-treated cells were also identified as DEGs [Fig 4A]. The high proportion of DSGs overlapping with DEGs in PRMT5i-treated CHL1 suggests that CHL1 cells are particularly sensitive to PRMT5 inhibition compared to A375 cells. Additionally, the changes in splicing have a high potential to alter gene expression in PRMT5i-treated CHL1.

**Fig 4:**
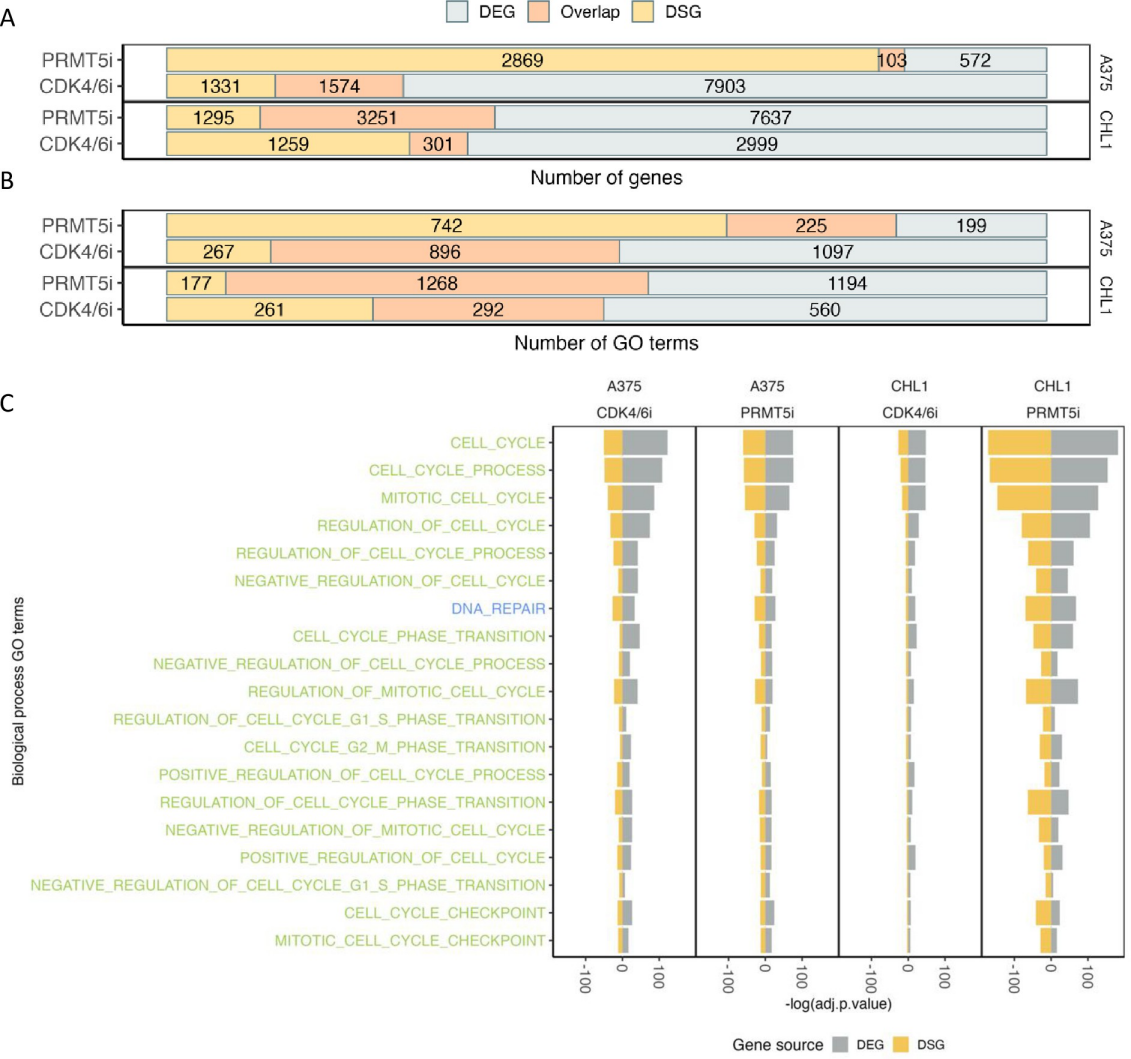
Functional responses in differentially expressed and spliced genes. **(A)** Number of genes detected as differentially expressed and differentially spliced. **(B)** Number of GO gene sets determined using the differentially expressed and spliced genes. **(C)** Significance of gene sets detected across all samples and in both differentially expressed and spliced genes relating to cell cycle (green) and DNA repair (blue).

To further assess the functional implications of the DEGs and DSGs, we performed gene set enrichment analysis using the hypergeometric distribution and the Ensemble of Gene Set Enrichment Analyses (EGSEA) package [20]. We tested for over-representation of the MSigDB C5 collection (Biological Processes from the Gene Ontology database) [21] within each gene list. Altogether, we observed that 1,113 Gene Ontology (GO) terms were enriched in the DEGs or DSGs from CDK4/6i-treated CHL1, with 26% of them being enriched in both categories. In the same cell line, under PRMT5 inhibition, a much higher number of GO terms were enriched, with a total of 2,639 terms, and 48% of them being shared. Interestingly, an opposite pattern was observed in A375, with a higher number of overlapping GO terms reported in the CDK4/6-treated samples [Fig 4B]. Among all the enriched terms, 94 were related to cell cycle, DNA repair, splicing, and translation, which are core processes directly affected by the inhibition of CDK4/6 and PRMT5. In CHL1, there were more GO categories enriched within the DEG list compared to the DSGs in both treatments, which was not the same as A375. The PRMT5i treated CHL1 have the most number of enriched GO terms among all treatment, with 65 shared in DEGs and DSGs. This indicates more functions being enriched in PRMT5i treated CHL1 [S11 Fig].

Other key biological processes enriched for DEGs and/or DSGs included the regulation of cell death, intracellular signalling, and mitotic processes [S12 Fig]. This indicates that under CDK4/6 inhibition, differential gene expression and differential RNA splicing can impact different sets of transcripts related to cell growth, proliferation, splicing, and translation. The cell cycle biological process has the most significant enrichment across all treatments [S11 Fig]. 

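EGF lies on chromosome 4 of GRCh37 from 110834039 to 110934922 and was low in both lines. In CHL1 it rose from 1.78 ± 0.165 CPM (SD, n = 2) to 3.57 ± 0.121 after 72 hours of CDK4/6i, 4.92 ± 1.08 after 6 days and 3.86 ± 0.333 under PRMT5i. Its log2 fold changes were 1.00 (standard error 0.25, edgeR adjusted p = 0.0419), 1.47 (standard error 0.25, edgeR adjusted p = 0.00303) and 1.13 (standard error 0.25, edgeR adjusted p = 0.00221). The last was 0.59 after the GC correction and no longer past the threshold, and the first did not pass with limma on log2 CPM (pseudocount 1). In A375 EGF was not a DEG after 72 hours of CDK4/6i (log2 fold change 0.22, edgeR adjusted p = 0.626). It rose after 6 days of CDK4/6i, from 8.03 ± 1.22 to 13.8 ± 3.62 CPM (SD, n = 2), with a log2 fold change of 0.78 (standard error 0.24, edgeR adjusted p = 0.0163), and fell under PRMT5i, from 5.17 ± 0.401 to 2.23 ± 0.283 CPM (SD, n = 2), with a log2 fold change of -1.23 (standard error 0.28, edgeR adjusted p = 0.0287). With limma on quantile-normalized log2 CPM neither A375 change passed the threshold. In all, EGF was a DEG in 5 of 6 comparisons, 4 times up-regulated and 1 time down-regulated, and E2F2 was down-regulated in 5 of 6. For the genes named for splicing, CDC27 was a DEG under PRMT5i in CHL1 (log2 fold change 1.32, edgeR adjusted p = 0.000154) and after 6 days of CDK4/6i in A375 (-1.06, edgeR adjusted p = 0.000598), and CDK16 under PRMT5i in CHL1 (-1.12, edgeR adjusted p = 0.000726). These were 0.18, -0.11 and -0.063 after the GC correction, and none was then a DEG.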

Genes observed across treatments such as CDC27 and CDK16 in DSGs, as well as E2F2 and epidermal growth factor (EGF) in DEGs, were also observed to be related to cell cycle. We have also observed genes encoding the serine and arginine rich splicing factor (SRSF), RNA binding motif protein (RBM), U2 small nuclear RNA auxiliary factor 2 (U2AF2) and eukaryotic translation inhibition factor (EIF) in the majority of the treatments which were related to gene splicing or translation.

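Gene levels were examined for 112 genes whose symbols start with SRSF, RBM, U2AF or EIF. In CHL1, 1 of them was an up-regulated and 1 a down-regulated DEG after 72 hours of CDK4/6i, 3 and 11 after 6 days, and 42 and 32 under PRMT5i. In A375, 5 were down-regulated after 72 hours of CDK4/6i, 17 were up-regulated and 26 down-regulated after 6 days, and 0 were DEGs under PRMT5i. Their median log2 fold change lay between -0.14, after 6 days of CDK4/6i in CHL1, and 0.28, under PRMT5i in CHL1, and the latter was -0.011 after the GC correction. The correction left 102 of the genes. Of these, 16 were then up-regulated and 22 down-regulated under PRMT5i in CHL1, and 7 and 2 in A375. U2AF2, on chromosome 19 of GRCh37 from 56165512 to 56186082, was a DEG in 1 of 6 comparisons. It fell under PRMT5i in CHL1 from 34.9 ± 3.17 to 15.1 ± 4.12 CPM (SD, n = 2), with a log2 fold change of -1.19 (standard error 0.21, edgeR adjusted p = 0.000575). It was 0.080 after the GC correction, and U2AF2 was then not a DEG. In the other comparisons its log2 fold change lay between 0.08 and 0.25.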

We found 19 GO terms commonly enriched across all samples, as measured by the adjusted p-value. Notably, 18 of these terms were related to cell cycle, with the other being ‘DNA repair’ [Fig 4C]. Enrichment in DEGs was more significant than that for DSGs, although this significance was similar in DSGs and DEGs in CHL1 treated with PRMT5i. Overall our results illustrate the different responses to treatment of DEGs, DSEs and enriched GO terms between CHL1 and A375. The distinct pattern of DEGs, DSGs and enriched GO terms in CHL1 indicates that the changes in gene expression and splicing events under CDK4/6i were not completely controlled through PRMT5.

## Discussion

While PRMT5 is a known regulator of alternative splicing, the effects of CDK4/6 are less defined. CDK4/6 has been proposed to regulate splicing by modulating PRMT5 activity; however, it is unknown whether CDK4/6 alters splicing through other mechanisms. In this study, we used paired-end sequencing of full-length mRNA transcripts to quantify and compare the effects of CDK4/6 inhibition and PRMT5 inhibition on gene expression and alternative RNA splicing within the CHL1 and A375 melanoma cell lines. Not surprisingly we identified differences in gene expression in response to CDK4/6 inhibition and PRMT5 inhibition across both lines, with PRMT5 inhibition inducing more DEGs in CHL1 but CDK4/6i more DEGs in A375. 

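In A375, 6 days of CDK4/6i gave 16.5 times as many DEGs as PRMT5i. On the genes with a GC value the numbers were 7214 and 363 before and 5856 and 1496 after the GC correction. Of the 7214 DEGs of CDK4/6i, 54.2% were also called in the same direction after the correction and 115 in the opposite direction. With only the compared groups in the fit the numbers were 5862 and 1861 over all genes, and 3283 and 2161 with the GC correction as well. With equal replicate numbers taken as pairs, which leaves out the libraries of 6 days, PRMT5i gave 6113 DEGs, and 5358 with the GC correction. With only the compared groups in the fit and no correction, CHL1 had 10797 DEGs under PRMT5i, more than in either CDK4/6i comparison.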

The majority of DEGs were unique to one treatment, demonstrating that in our model CDK4/6 inhibition and PRMT5 inhibition induce distinct transcriptional responses. 

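Without regard to direction, 61.3% of the CHL1 DEGs of 6 days of CDK4/6i were also DEGs under PRMT5i, and 18.9% of the PRMT5i DEGs were also DEGs of CDK4/6i. With the same direction required, 8.95% of the PRMT5i DEGs were shared. In A375, 4.4% of the CDK4/6i DEGs were shared with PRMT5i, and 72.6% of the PRMT5i DEGs with CDK4/6i. From the DEGs called under a single treatment, the paper concludes that both inhibitors induce distinct transcriptional responses.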

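The 69 replication-dependent histone genes were tested as a set with limma's camera (preset correlation between genes 0.01), with adjustment over 24 tests of 4 gene sets in 6 comparisons. The set was lower in 6 of 6 comparisons, with adjusted p-values from 4.77e-28 to 2.98e-14. The call held in 5 of 6 comparisons under fry, with an adjusted p of 0.0731 for PRMT5i in A375, and in 0 of 6 with the correlation estimated from the data. Its median log2 fold change after 72 hours of CDK4/6i was -1.42 in CHL1 and -2.12 in A375. Between 59 and 66 of the 69 genes had a log2 fold change below 0 in each comparison, and the median stayed below 0 in all 6 under TMM, median-of-ratios, quantile and GC scaling.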

Note that although a large number of genes exhibited different responses between treatments and cell lines, a consistent down-regulation of histone formation genes was observed across all treatments. This suggests regulation of histone formation genes under CDK4/6 inhibition were also observed under PRMT5 inhibition.

Interestingly, although there were common alternative splicing events with both treatments, most splicing changes induced by CDK4/6 inhibition were also unique, indicating CDK4/6 inhibition can regulate alternative splicing via mechanisms that are distinct from PRMT5 inhibition. However, the overlap in differentially spliced genes was much more pronounced, with nearly 40% of CDK4/6 inhibitor induced differentially spliced genes were also found to be differentially spliced after PRMT5 inhibition in A375, rising to approximately 70% in CHL1. Thus, we found that while many of the same genes undergo alternative splicing in response to both CDK4/6 and PRMT5 inhibition, those genes were often spliced at different exons, implicating additional factors beyond PRMT5 which may regulate splicing in response to CDK4/6 inhibition.

The functional impact of DEGs and DSGs varied between treatments too. Overall, there was low overlap in the DEGs and DSGs found in the CDK4/6i CHL1 samples. Consistent with its mode of action CDK4/6 inhibition has a greater impact at the transcriptional level after 6 days of treatment. Results varied with high overlap of DEGs and DSGs from PRMT5i samples from CHL1 but lower overlap in A375 and GO terms relating to cell growth and DNA repair tended to show stronger enrichment within DEGs than DSGs under CDK4/6 inhibition. In contrast, inhibiting PRMT5 had more consistent effects on these processes at the expression and splicing levels in both cell lines.

Our data provide a basis for determining how changes to splicing contribute to the efficacy of CDK4/6 inhibitors and how splicing changes brought about by CDK4/6 inhibition may introduce additional therapeutic vulnerabilities or lead to emergence of resistance mechanisms. Future studies in additional model systems and patient cohorts will refine and highlight the common effects on splicing of CDK4/6 inhibition in melanoma and other solid cancers. Furthermore, the rMATS algorithm applied here detects splice events involving known annotated exons, thus missing alternative splicing which involves cryptic or unannotated exons. Accordingly, development of new computational methods may provide further insights on complex splicing changes in melanoma.

Here we show inhibition of CDK4/6 regulates alternative splicing across the transcriptome in ways that are distinct from PRMT5 inhibition. Our observations remain concordant across two distinctive melanoma cell lines with different origins and genetics. This suggests the impact of CDK4/6 inhibition on splicing is not due to inhibition of PRMT5 alone and raises the possibility that CDK4/6 inhibition may alter the behaviour of PRMT5 or alternative splicing factors to change the use of splice sites and the repertoire of exons targeted for splicing. The distinct patterns of differential splicing and differential expression between the two treatments may explain why combination of CDK4/6i and PRMT5i has synergistic effects in multiple melanoma cell lines [2,11,14].

A number of promising therapies exist to exploit splicing processes in cancer. Targeting splicing in combination with CKD4/6 inhibition is a promising line of investigation for more effective and lasting treatments for melanoma and other cancers. Our work indicates realising the full potential of this strategy will require understanding of the divergent and potentially complementary effects on alternative splicing between CKD4/6 inhibitors and other agents that impact on splicing.

## Supporting information

S1 Table Numbers of reads, library size and HTSeq gene count for samples from CHL1 and A375 cells. (DOCX) Click here for additional data file.

S2 Table Number of differentially expressed genes in CHL1 cells under different treatments. (DOCX) Click here for additional data file.

S3 Table Numbers of differential splicing events of each type detected by rMATs at each time point post-treatment for CHL1 and A375 cells. (DOCX) Click here for additional data file.

S4 Table MDM4 skipped exon events of exon number 6 detected by rMATS. (DOCX) Click here for additional data file.

S1 Fig Schematic of the single contrast analyses (solid lines) comparing each treatment to the control and multi-contrast analyses (dashed lines) comparing differentially expressed genes or differentially spliced events obtained from the single contrast analyses. (TIF) Click here for additional data file.

S2 Fig Does response curve of (A,B) Palbociclib treated A375 cell, (C,D) GSK595 treated A375 cell, (E,F) Palbociclib treated CHL1 cell and (G,H) GSK595 treated CHL1 cell.
(TIF) Click here for additional data file.

S3 Fig Upregulated (blue) and downregulated (orange) DEGs between CDK4/6i samples in (A) CHL1 and (B) A375.
(TIF) Click here for additional data file.

S4 Fig Upregulated (blue) and downregulated (orange) DSEs between CDK4/6i samples in (A) CHL1 and (B) A375.
(TIF) Click here for additional data file.

S5 Fig Numbers of up-regulated (blue) and down-regulated (orange) differentially expressed genes at 72hrs of CDK4i and PRMT5 inhibition in (A) CHL1 and (B) A375.
(TIF) Click here for additional data file.

S6 Fig Number of splicing events per gene for (A) 6 days CDK4/6i and (B) 72 hours PRMT5i in CHL1 cells and for (C) 6 days CDK4/6i and (D) 72 hours PRMT5i in A375 cells.
(TIF) Click here for additional data file.

S7 Fig Numbers of up-regulated (blue) and down-regulated (orange) differentially spliced events between 72 hours CDK4/6i, 6 days CDK4/6i and PRMT5 inhibition in (A) CHL1 and (B) A375.
(TIF) Click here for additional data file.

S8 Fig PCR products showing the expression patterns of MDM4-FL and MDM4-SL mRNA in CHL1 and A375. (TIF) Click here for additional data file.

S9 Fig Number of differentially spliced events and differentially spliced genes across treatments with the p-value <0.05 threshold. (TIF) Click here for additional data file.

S10 Fig Overlap in differentially spliced genes (DSG) for between72 hours CDK4/6i and PRMT5 inhibition for (A) CHL1 and (B) for A375.
(TIF) Click here for additional data file.

S11 Fig Number of selected GO terms related to the cell cycle, translation, DNA repair and splicing in all treatments. (TIF) Click here for additional data file.

S12 Fig Significance of gene sets detected accommodate all samples in both differentially expressed and spliced genes. (TIF) Click here for additional data file.

# Supplementary material for: PRMT5 and CDK4/6 inhibition result in distinctive patterns of alternative splicing in melanoma
**Source:** PLoS One. 2023 Nov 2;18(11):e0292278. doi: 10.1371/journal.pone.0292278
**Supplement:** S1 Table

S1 Table. Numbers of reads, library size and HTSeq gene count for samples from CHL1 and A375 cells.

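S1 Table counts read pairs, estimates from the share of duplicate reads how many distinct molecules each library held, and counts genes with HTSeq reads. The table of counts analysed here starts after the removal of genes with low expression. The paper's S1 Table lists 22675 to 25750 expressed genes, with a median of 44395935 read pairs. Its estimated library sizes lie between 337523343 and 355772547 in the A375 control at 6 days and CHL1 PRMT5i groups and reach at most 297983024 in the others. By total counts these groups do not stand apart, since the A375 CDK4/6i libraries of 6 days lie between their libraries.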

| **Sample** | **Number of Read Pairs (Picard)** | **Estimated Library Size (Picard)** | **Expressed gene** |
| --- | --- | --- | --- |
| A375_Control_72hours_replicate1 | 29445687 | 130995840 | 23456 |
| A375_Control_72hours_replicate2 | 31607087 | 125259365 | 22953 |
| A375_CDK4/6i_72hours_replicate1 | 31321381 | 98816131 | 23660 |
| A375_CDK4/6i_72hours_replicate2 | 32851773 | 115445154 | 23726 |
| A375_PRMT5i_72hours_replicate1 | 28600785 | 93590565 | 23511 |
| A375_PRMT5i_72hours_replicate2 | 29683128 | 87086633 | 22675 |
| A375_Control_6days_replicate1 | 54976837 | 339099090 | 24596 |
| A375_Control_6days_replicate2 | 47990586 | 337523343 | 24723 |
| A375_CDK4/6i_6days_replicate1 | 49311674 | 179617096 | 25278 |
| A375_CDK4/6i_6days_replicate2 | 48510771 | 111721929 | 25750 |
| CHL1_Control_72hours_replicate1 | 46071287 | 283848084 | 23331 |
| CHL1_Control_72hours_replicate2 | 44361715 | 297983024 | 23365 |
| CHL1_CDK4/6i_72hours_replicate1 | 44430155 | 219996906 | 23586 |
| CHL1_CDK4/6i_72hours_replicate2 | 44359734 | 250220140 | 23673 |
| CHL1_PRMT5i_72hours_replicate1 | 52590095 | 355772547 | 22992 |
| CHL1_PRMT5i_72hours_replicate2 | 51944543 | 352381305 | 23296 |
| CHL1_CDK4/6i_6days_replicate1 | 44562890 | 204237467 | 23707 |
| CHL1_CDK4/6i_6days_replicate2 | 38032201 | 235212234 | 23848 |

# Supplementary material for: PRMT5 and CDK4/6 inhibition result in distinctive patterns of alternative splicing in melanoma
**Source:** PLoS One. 2023 Nov 2;18(11):e0292278. doi: 10.1371/journal.pone.0292278
**Supplement:** S2 Table

Table S2. Number of differentially expressed genes in CHL1 and A375 cells under different treatments.

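S2 Table sums the genes past the threshold in each comparison with the control. Its totals move with the threshold. With an adjusted p below 0.01, edgeR called 214, 1336 and 8573 DEGs in CHL1 (CDK4/6i at 72 hours and at 6 days, and PRMT5i) and 1226, 5706 and 94 in A375. At an unadjusted p below 0.05, 4161, 6404 and 12151 genes passed in CHL1 and 5731 and 10480 in A375 under CDK4/6i.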

|  | **CHL1** | | | **A375** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **CDK4/6i  (72hr)** | **CDK4/6i  (6 days)** | **PRMT5i  (72hr)** | **CDK4/6i  (72hr)** | **CDK4/6i  (6 days)** | **PRMT5i  (72hr)** |
| Up-regulated | 445 | 1689 | 5134 | 1710 | 4876 | 252 |
| Down-regulated | 498 | 1611 | 5754 | 1409 | 4601 | 423 |
| Total | 943 | 3300 | 10888 | 3119 | 9477 | 675 |

# Supplementary material for: PRMT5 and CDK4/6 inhibition result in distinctive patterns of alternative splicing in melanoma
**Source:** PLoS One. 2023 Nov 2;18(11):e0292278. doi: 10.1371/journal.pone.0292278
**Supplement:** S3 Table

S3 Table. Numbers of differential splicing events of each type detected by rMATs at each time point post-treatment for CHL1 and A375 cells.

| **Cell line** | | **Sample (vs DMSO control)** | **A3SS** | **A5SS** | **MXE** | **RI** | **SE** | **Total** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CHL1 | CDK4/6i 72hours | | 158 | 166 | 339 | 202 | 876 | 1741 |
| CHL1 | PRMT5i 72hours | | 676 | 929 | 2453 | 2102 | 4683 | 10843 |
| CHL1 | CDK4/6i 6days | | 197 | 194 | 413 | 299 | 1288 | 2391 |
| A375 | CDK4/6i 72hours | | 264 | 270 | 356 | 413 | 1318 | 2621 |
| A375 | PRMT5i 72hours | | 457 | 641 | 585 | 1013 | 3172 | 5868 |
| A375 | CDK4/6i 6days | | 412 | 417 | 1242 | 828 | 2005 | 4904 |

# Supplementary material for: PRMT5 and CDK4/6 inhibition result in distinctive patterns of alternative splicing in melanoma
**Source:** PLoS One. 2023 Nov 2;18(11):e0292278. doi: 10.1371/journal.pone.0292278
**Supplement:** S4 Table

Table S4. MDM4 skipped exon events of exon number 6 detected by rMATS.

| Cell | Treatment | time | exonStart_0base | exonEnd | IncFormLen | SkipFormLen | PValue | FDR | IncLevel1 | IncLevel2 | IncLevelDifference |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A375 | CDK4/6i | 6 day | 204506586 | 204506625 | 173 | 134 | 0.006499 | 0.157922 | 0.181,0.195 | 0.59,0.311 | -0.263 |
| A375 | CDK4/6i | 6 day | 204506557 | 204506625 | 202 | 134 | 0.038226 | 0.465248 | 0.714,0.465 | 0.838,0.694 | -0.176 |
| A375 | CDK4/6i | 72hr | 204506557 | 204506625 | 202 | 134 | 0.229816 | 1.000000 | 0.719,0.624 | 0.776,0.726 | -0.08 |
| A375 | CDK4/6i | 72hr | 204506586 | 204506625 | 173 | 134 | 0.593456 | 1.000000 | 0.47,0.225 | 0.256,0.326 | 0.056 |
| A375 | PRMT5i | 72hr | 204506557 | 204506625 | 202 | 134 | 0.000000 | 0.000000 | 0.276,0.103 | 0.776,0.726 | -0.561 |
| A375 | PRMT5i | 72hr | 204506586 | 204506625 | 173 | 134 | 0.001044 | 0.032784 | 0.134,0.082 | 0.256,0.326 | -0.183 |
| CHL1 | CDK4/6i | 6 day | 204506586 | 204506625 | 173 | 134 | 0.027396 | 0.428781 | 0.069,0.0 | 0.063,0.114 | -0.054 |
| CHL1 | CDK4/6i | 6 day | 204506557 | 204506625 | 202 | 134 | 0.739397 | 1.000000 | 0.307,0.176 | 0.224,0.296 | -0.019 |
| CHL1 | CDK4/6i | 72hr | 204506586 | 204506625 | 173 | 134 | 0.486474 | 1.000000 | 0.058,0.072 | 0.063,0.114 | -0.023 |
| CHL1 | CDK4/6i | 72hr | 204506557 | 204506625 | 202 | 134 | 0.602313 | 1.000000 | 0.347,0.236 | 0.224,0.296 | 0.031 |
| CHL1 | PRMT5i | 72hr | 204506557 | 204506625 | 202 | 134 | 0.000003 | 0.000272 | 0.04,0.097 | 0.224,0.296 | -0.192 |
| CHL1 | PRMT5i | 72hr | 204506586 | 204506625 | 173 | 134 | 0.017633 | 0.196388 | 0.024,0.024 | 0.063,0.114 | -0.065 |

How the deposited data were processed for this re-analysis (not part of the article)

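Poly-A RNA of CHL1 and A375 melanoma cells treated with DMSO, palbociclib (1 μM, 72 hours or 6 days) or GSK3326595 (500 nM, 72 hours) was sequenced by the authors in 18 libraries, with 2 replicates in each of 9 groups. The libraries were made with a poly-A mRNA kit and sequenced in paired ends, with 6 indexed samples pooled per lane. The strandedness is not stated in the paper. The authors aligned the reads with Hisat to GRCh37, counted them on Ensembl genes with HTSeq at its default settings and removed genes with low expression with edgeR. The deposited table of counts holds the result for 20705 gene symbols. Its name points to normalized values, but all its values are whole numbers and the totals of its libraries differ, so they were treated as raw counts. Before the data were examined, limma on log2 values had been set as the test for normalized values, and edgeR's quasi-likelihood test with TMM normalization as the test for raw counts. The latter was therefore used. The grouping of the samples, the tests, the gene lists, the rule for the genes named and the alternatives were all fixed at that time, apart from the alternatives described below as chosen after seeing the data.

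Libraries were grouped by cell line, treatment and time from their labels. A fit was made for each cell line, with all its libraries and a mean for each group (8 libraries in 4 groups for CHL1, 10 libraries in 5 groups for A375), in R 4.3.3 with edgeR 4.0.16. A gene was a DEG at a Benjamini-Hochberg adjusted p below 0.05 among all 20705 genes. Differences between cell lines were tested in a fit of all 18 libraries. A375 has its own control for each time, while the 6-day CHL1 samples were compared with the 72-hour control, the only CHL1 control. The labels do not say whether equal replicate numbers of different groups belong together, so replicates were not paired in the main fit, and a replicate block was tried as an alternative. Fold changes come from edgeR with its prior count of 0.125, and CPM values use the TMM-adjusted library sizes. A group with at most 3 counts in each of its libraries was treated as at the floor, and a fold change against it is given as a bound. Floors and standard deviations cover only what 2 replicates can show, and reads without molecular identifiers are not independent molecules. With 2 replicates per group, leaving out a library gives a value and no test.

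Genes named are those the paper names, the drug targets and their partner WDR77, and in each of the 6 comparisons the DEG with the largest rise and the DEG with the largest fall among those with a mean of at least 1 CPM, or 10 reads, whose treated libraries both lie beyond both controls. CDK2 has no entry in the table and was not analysed here. The gene sets were replication-dependent histones (69 genes), genes of the cell cycle (38 genes), p53 targets (24 genes of the list have an entry) and families of splicing and translation factors (112 genes). They were tested in each comparison with camera in limma 3.58.1, with a preset correlation of 0.01 between genes and adjustment over 24 tests, beside fry and camera with an estimated correlation. Overlaps of DEGs were tested with Fisher's exact test, and 20 simulations of unchanged groups gave the likeness that a shared control produces where no gene changes. Principal components were computed from log2 CPM with a pseudocount of 1 for all genes.

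GC content was taken from the longest transcript of each gene in GENCODE release 44 lifted to GRCh37. Of the genes in the table, 15208 matched by the same symbol and 1155 by an older one, and 13696 of the matched genes had a mean of at least 1 CPM. The GC correction fitted a smooth curve (loess, span 0.4) of each library's deviation in log2 CPM on GC content and entered it in edgeR as an offset. It was chosen after seeing the data, as were the correction for GC and transcript length, the combinations of the GC correction with a replicate block and with only the compared groups in the fit, the likelihood ratio test and a fit of only the libraries with numbered replicates. The alternatives set earlier were limma on log2 CPM with pseudocounts of 1, 0.1 and 5, without a trend, with library quality weights or with quantile normalization, limma voom, DESeq2 1.42.0, median-of-ratios scaling, a filter of at least 1 CPM in at least 2 libraries, a fit of only the compared groups, a fit of all 18 libraries, stricter thresholds, a replicate block, the A375 control at 72 hours for both times, other gene choices for the principal components, and leaving out each library in turn.

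The edgeR test was tested on simulated data made from the CHL1 libraries. With 200 changed genes among 20705, it called 174 of them in the right direction and 16 unchanged genes, and it called 0 genes where no group had changed. limma on log2 CPM called 106 changed and 3 unchanged genes, and DESeq2 176 and 31. With a GC slope added to the libraries of a simulated group, 6769 unchanged genes of 13696 were called without the GC correction and 19 with it, which also called 189 of the 200 changed genes. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Alternative splicing, gene ontology terms, and the growth and protein measurements of the paper were not analysed here, since gene counts do not carry them.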

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

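The edgeR tests between lines and times, and camera and fry on the gene sets, were set before the data were examined. So were the replicate block, the fit of only the compared groups and median-of-ratios scaling. Their use as tests of an explanation, and all other such tests in this part, were chosen only after the result was seen. The correlation of the CHL1 PRMT5i change with the change between the A375 controls was an exception. The thinning of the CHL1 libraries, as a test of the number of DEGs, was another.

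The A375 controls at 6 days and 72 hours, which the paper does not compare, differed in 9893 genes (4962 higher and 4931 lower at 6 days), or 47.8% of the genes tested. Time and library set are confounded in this comparison. On the 13696 genes with a GC value, 8218 genes differed before and 5481 after the GC correction. The A375 control libraries of 6 days and the CHL1 PRMT5i libraries share a trend with GC content that the other libraries lack. A response to the PRMT5 inhibitor as the whole cause is excluded, because the A375 control cells had no inhibitor and the weaker trend of their 2 libraries was -1.12. Sequencing depth as the whole cause is excluded, because 3 libraries without the trend hold more counts than the shallowest library with it. The library set as the whole cause is excluded, because 8 libraries of the same set lack the trend. A few genes taking most of the counts are excluded as well, because the 10 highest genes took at most 4.41% of the counts in the 4 libraries with the trend and up to 6.54% in others. What stays open is a GC bias of the libraries and, for each part, a biological response. Across genes with a GC value, the CHL1 PRMT5i change correlated with the change between the A375 controls, with which it shares no library (r = 0.599, Spearman 0.728), and r dropped to 0.297 after the GC correction. Both changes carry the shared trend, so the correlation and its drop follow from the trend and do not tell a bias from a biological response. Genes are not independent replicates. The paper's estimated library sizes also set these groups apart, at 337523343 or more against at most 297983024 in the other groups, which may point to their preparation. In CHL1, a response to PRMT5i cannot be told apart from a bias of the libraries, because both PRMT5i libraries carry the trend (the weaker at -1.98). In A375, 6 days of growth without drug cannot be told apart from a bias either, because no other untreated cells were grown for 6 days, and the 2 control libraries differ from each other by 1.15 in the trend.

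The cell lines differed in their response to PRMT5i in 8466 genes and in their response to 72 hours of CDK4/6i in 133 genes (edgeR, all 18 libraries). The number for CDK4/6i lay between 99 with limma voom and 2527 with library quality weights when the fit changed at the same threshold. The larger number of DEGs under PRMT5i in CHL1 than in A375 was 20.7-fold. Sequencing depth is excluded as the cause, because CHL1 libraries thinned to 16213475 counts each, the total of the shallowest A375 library, still gave 10269 DEGs under PRMT5i. Whether the GC trend is the whole cause stays open. CHL1 had 3.04 times as many DEGs as A375 after the GC correction, but 4748 against 5358 when a replicate block was added to the correction, and the block alone gave 11151 and 6113. Equal replicate numbers went together in A375, with correlations of 0.229 to 0.526 across genes, and whether they are pairs is not known. As part of the cause the trend is consistent with the values, since the ratio on the same genes without the correction was 26.3, and the number of genes that differed between the lines was 3545 with the correction. The spread of the A375 control libraries at 6 days, which the fit shares with the 72-hour groups, is excluded as the whole cause, because CHL1 had 5.80 times as many DEGs with only the compared groups in the fit. With the GC correction and only the compared groups, CHL1 had 4476 DEGs and A375 2161. A stronger response of CHL1 to the inhibitor stays open and was not tested apart from these values.

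In A375, the response to CDK4/6i differed between 6 days and 72 hours in 224 genes, and in CHL1 6 days and 72 hours of CDK4/6i differed in 3 genes, AKR1B10, AL592188.6 and EDIL3, which were named after their values were seen. CHL1 had no control at 6 days, so longer culture and longer exposure to the drug are not told apart there. The larger number of A375 DEGs at 6 days than at 72 hours is not explained by the GC trend alone, because it was 1.47-fold after the GC correction. It may come from the spread of the A375 control libraries at 6 days, which the fit shares with the 72-hour groups and which raises their p-values. With only the compared groups in the fit, the number at 6 days was 0.845 of that at 72 hours. With the GC correction as well, A375 had 6175 DEGs at 72 hours and 3283 at 6 days. The order also turned around in CHL1 with only the compared groups, where this control plays no part, and the cause there was not tested. In A375, equal replicate numbers taken as pairs gave 8752 DEGs at 72 hours, and 7306 with the GC correction. This fit leaves out the libraries of 6 days, so it gives no number to compare. A longer exposure to the drug as the source of more DEGs stays open.

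The p53 targets rose as a set under PRMT5i in A375, with a median log2 fold change of 1.03. In CHL1 they went both ways, with 8 up-regulated and 9 down-regulated DEGs among 24 and a median of -0.034. The difference between the lines had a median of -1.22 (camera adjusted p = 1.81e-05, fry adjusted p = 0.00147). In A375, 24 of 24 members rose, 13 of them as DEGs and 22 with p-values adjusted over the list alone, so a few genes do not carry the rise in A375. This does not show how many genes carry the difference between the lines. ASCC3, KITLG, PERP, PPM1D, RRM2B and SESN1 rose more in CHL1, and the other members had higher log2 fold changes in A375. The GC trend is excluded, because the median difference was -1.18 after the GC correction (camera adjusted p = 1.01e-12). In the thinned CHL1 libraries, 18 of 24 members had a lower log2 fold change than in A375. Thinning leaves log2 fold changes the same on average, so this could hardly come out otherwise and does not exclude depth. The difference of the medians was -1.02 with median-of-ratios scaling, but this cannot exclude the scaling of the libraries, because it changed little from TMM. The median of all genes under PRMT5i was 0 in both lines with TMM. With median-of-ratios scaling it was 0 in CHL1 and 0.0041 in A375. A candidate explanation is that PRMT5i raised p53 activity more in A375 than in CHL1, which remains a hypothesis found and tested on the same data. Under 72 hours of CDK4/6i the median difference was -0.47 (camera adjusted p = 3.58e-06, fry adjusted p = 0.0462) and -0.45 after the GC correction, and no other cause was tested.

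The replication-dependent histone genes were lower under PRMT5i in CHL1 than in A375, with a median difference of -1.16 (camera adjusted p = 1.18e-06, fry adjusted p = 0.055). After the GC correction the median difference was -0.054 (camera adjusted p = 0.171), so the GC trend may account for it. The 65 of these genes with a known GC content are rich in GC, with a median of 57.6%. Their difference under 72 hours of CDK4/6i was 0.43 (camera adjusted p = 1.18e-06, fry adjusted p = 0.475) and 0.48 after the GC correction.

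The genes of the cell cycle fell less in CHL1 than in A375. The median difference was 0.35 under PRMT5i (camera adjusted p = 0.00733, fry adjusted p = 0.0642) and 0.41 after the GC correction. Under 72 hours of CDK4/6i it was 0.59 (camera adjusted p = 7.63e-15, fry adjusted p = 0.0365) and 0.58 after the GC correction. Causes other than the GC trend were not tested for these differences, and a difference between the lines in their response stays open.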

How the results depend on the processing

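The likelihood ratio test, the fit of only the numbered replicates and the corrections for GC content and length were chosen only after the results were seen. Of the results on comparisons, 198 values under an alternative kept within 1.5 times their count or kept their calls, and 148 did not. For single genes, medians of gene sets and counts of genes in opposite directions, 1109 values kept their direction and their side of the threshold or their size, 69 moved by more than the spread between replicates or beyond 1.5 times, 98 fell short of the threshold, 7 passed it that had not before and 20 reversed. With a filter of at least 1 CPM in at least 2 libraries, with all 18 libraries in one fit, with the A375 control at 72 hours for both times and with only the genes that have a GC value, the total of DEGs in each comparison stayed within 1.5 times. The 17 A375 genes shared in opposite directions became 29 with all 18 libraries, 39 with the 72-hour control and 7 with the genes that have a GC value. The 143 genes down-regulated by both treatments in A375 and up-regulated by PRMT5i in CHL1 became 86 with the 72-hour control, and the 181 up-regulated A375 genes under PRMT5i became 119 with the genes that have a GC value. The cause was not tested where none is named.

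Counts of the next paragraphs are in this order where they changed: DEGs of each comparison, then DEGs shared in the same direction or by both times, then differences between lines and times. Genes in opposite directions follow at the end. With limma on log2 CPM (pseudocount 1), CDK4/6i at 72 hours in CHL1 gave 262 DEGs and PRMT5i in A375 292. The CHL1 times shared 260 DEGs, and A375 treatments shared 173 in the same direction. There were 51 DEGs in all 4 comparisons of Fig 2E and 4 down-regulated in all. The lines differed in 479 genes under CDK4/6i, and 6 days differed from 72 hours in 56 genes in A375 and 0 in CHL1. With a pseudocount of 0.1 these numbers were 224, 248, 213, 164, 45, 3, 260, 7 and 0, and with a pseudocount of 5 they were 453, 341, 437, 195, 59, 5, 627, 129 and 1. Without a trend, limma gave 661 DEGs for CDK4/6i at 72 hours in CHL1 and 313 for PRMT5i in A375, 197 shared by the A375 treatments in the same direction, 54 in all 4 comparisons, 6 down-regulated in all, 464 that differed between lines under CDK4/6i, and 47 in A375 and 0 in CHL1 that differed between times. limma voom gave 232 DEGs for PRMT5i in A375, 166 shared by the A375 treatments in the same direction, 66 in all 4 comparisons, 7 down-regulated in all, and 74 in A375 and 0 in CHL1 that differed between times. With quantile normalization, CDK4/6i at 72 hours in CHL1 gave 605 DEGs, 573 shared by the CHL1 times, 85 were called in all 4 comparisons, 634 differed between lines under CDK4/6i and 0 between times in CHL1. In the fits over all genes that called 0 genes between the CHL1 times, here and below, 1639 to 2246 genes had an unadjusted p below 0.05. The fits of only the compared groups on the genes with a GC value also called 0. In these, 1502 genes had an unadjusted p below 0.05 with the GC correction and 1174 without it. On simulated changes at this depth and number of replicates, limma recovered 106 of 200 and edgeR 174.

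Library quality weights gave 3122 DEGs for CDK4/6i at 72 hours in CHL1, 7068 at 72 hours and 4562 at 6 days in A375, and 2001 for PRMT5i in A375. The CHL1 times then shared 2020 DEGs and the A375 treatments 821 in the same direction, 2527 genes differed between lines under CDK4/6i, and 3 in A375 and 0 in CHL1 differed between times. With only the compared groups in the fit, which uses fewer libraries and no spread from the other groups, there were 4202 DEGs for CDK4/6i at 72 hours in CHL1, 6940 at 72 hours and 5862 at 6 days in A375, and 1861 for PRMT5i in A375. The times shared 2718 DEGs in CHL1 and 3478 in A375, the A375 treatments 943 in the same direction, 325 genes were called in all 4 comparisons and 59 were down-regulated in all. The lines differed in 1797 genes under CDK4/6i, and the times in 102 genes in A375 and 0 in CHL1. Under both of these alternatives each line had more DEGs at 72 hours than at 6 days of CDK4/6i. Median-of-ratios scaling moved a single count, the difference between times in A375, to 341.

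Stricter thresholds can only lower or keep a count of DEGs. At an adjusted p below 0.01 there were 214 and 1336 DEGs for CDK4/6i in CHL1 at 72 hours and 6 days, 1226 and 5706 in A375, and 94 for PRMT5i in A375. The CHL1 treatments shared 364 in the same direction and the CHL1 times 203, the A375 treatments 62 and the A375 times 946. There were 9 DEGs in all 4 comparisons, of which 1 was down-regulated in all, 34 that differed between lines under CDK4/6i and 60 between times in A375. With an absolute log2 fold change of at least 1 required, there were 521, 1679 and 6984 DEGs in CHL1 (CDK4/6i at 72 hours and 6 days, and PRMT5i) and 1510, 4807 and 339 in A375. The CHL1 treatments shared 380 in the same direction and the CHL1 times 448, the A375 treatments 187 and the A375 times 1018, and 28 were called in all 4 comparisons. The share of up-regulated genes among the CHL1 DEGs of CDK4/6i was then 57.2% at 72 hours and 65.5% at 6 days, against 45.5% and 53.1%.

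DESeq2 gave 1671 DEGs for CDK4/6i at 72 hours in CHL1 and 911 for PRMT5i in A375, 1485 shared by the CHL1 times, 613 by the A375 treatments in the same direction, 234 in all 4 comparisons and 54 down-regulated in all. It gave 368 genes that differed between lines under CDK4/6i and 1146 in A375 and 63 in CHL1 that differed between times. The likelihood ratio test gave 1972, 1055, 1689, 676, 236, 54, 414, 882 and 108 in the same order.

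With the GC correction there were 2190 DEGs for CDK4/6i at 72 hours and 4552 for PRMT5i in CHL1, and 5856 for 6 days of CDK4/6i and 1496 for PRMT5i in A375. The CHL1 times shared 1976, the A375 treatments 934 in the same direction, and 74 genes were down-regulated in all 4 comparisons. The lines differed in 3545 genes under PRMT5i and 546 under CDK4/6i. With GC and length corrected, these numbers were 2181, 4587, 5880, 1442, 1980, 907, 71, 3527 and 579. The share of CHL1 PRMT5i DEGs called in the same direction by both was 31.1%, and the removed trend may have been technical or biological. Under PRMT5i in CHL1, CDC45, E2F2, EGF, CDC27, CDK16 and PRMT5 were no longer DEGs with the GC correction. The log2 fold changes of U2AF2, MDM4, MDM2, CDK6 and E4F1 in this comparison reversed to 0.0804, -0.08389, -0.2058, -0.3684 and 0.3534 with the GC correction, to 0.07036, -0.1046, -0.2172, -0.3933 and 0.3527 with GC and length corrected, and to 0.083, -0.08617, -0.2107, -0.3679 and 0.3546 with the GC correction and the replicate block. After 6 days of CDK4/6i in A375, CDC27, CDK4, CDK6, PRMT5 and E4F1 were no longer DEGs with the GC correction, and with the 72-hour control CDK4, PRMT5 and E4F1 reversed to -0.8642, -0.5126 and -0.4176.

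A replicate block, which takes equal replicate numbers as pairs, gave 8752 DEGs for CDK4/6i at 72 hours and 6113 for PRMT5i in A375, 500 genes that differed between lines under CDK4/6i and 0 between times in CHL1. The fit with only the numbered replicates, which drops the A375 libraries of 6 days, gave 6424 and 3265 DEGs in A375 for these comparisons and 490 genes that differed between lines under CDK4/6i. The block together with the GC correction gave 2385 DEGs for CDK4/6i at 72 hours and 4748 for PRMT5i in CHL1, 7306 for CDK4/6i at 72 hours and 5358 for PRMT5i in A375, 2157 shared by the CHL1 times, 4711 and 1215 that differed between lines under PRMT5i and CDK4/6i, and 1 between times in CHL1. The deviations of libraries with equal numbers correlated across genes with r from -0.377 to 0.457 over 6 pairs of CHL1 groups and from 0.229 to 0.526 over 3 pairs of A375 groups at 72 hours. In CHL1 the numbers thus did not go together in all groups. At 72 hours r was 0.457 for control with CDK4/6i, 0.163 for control with PRMT5i and -0.0033 for CDK4/6i with PRMT5i. Whether some CHL1 replicates are pairs stays open. In A375 all 3 were above 0, and whether its replicates are pairs stays open. The CHL1 DEGs under PRMT5i were 1.82 times those of A375 with the block and 0.886 times with the block and the GC correction.

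With the correlation between genes estimated, camera called 0 of 6 comparisons for the histones, 0 for the cell cycle, 0 for the p53 targets and 0 for the splicing and translation families, against 6, 5, 2 and 2 with the preset correlation. At an unadjusted p below 0.05 the estimated correlation left 0, 2, 1 and 0 in the same order. Over all genes with TMM scaling, the splicing and translation families had 0 calls under fry, and 0 at an unadjusted p below 0.05. With median-of-ratios scaling, fry gave them an unadjusted p of 0.0433 under PRMT5i in CHL1 (adjusted p = 0.0692). On the genes with a GC value, without the correction, fry called them under PRMT5i in CHL1 (adjusted p = 0.0496) and in A375 (adjusted p = 0.0334) and after 6 days of CDK4/6i in A375 (adjusted p = 0.0176), and after the GC correction in none. The p53 targets had 3 calls with camera after the GC correction. The median log2 fold change of these families reversed in both PRMT5i comparisons, to -0.011 under PRMT5i in CHL1 with the GC correction (0.28 without) and to -0.0043 under PRMT5i in A375 without replicate 2 of PRMT5i. The latter was 0.10 with all libraries and lay between -0.0043 and 0.19 across the fits that each left out a library. After 6 days of CDK4/6i in A375 the median of these families was near 0 and its sign was not stable. It was 0.034 in the main fit, -0.040 with median-of-ratios scaling, -0.016 on the genes with a GC value and 0.061 with the GC correction. Among the single genes, CDC45, E2F2, EGF and RP11-323I15.5 under PRMT5i in A375 and EGF after 72 hours of CDK4/6i in CHL1 fell short of the threshold in limma fits, and RNF224 and HLA-DQA2 with a pseudocount of 5. E2F2 after 72 hours of CDK4/6i in CHL1, not a DEG in the main fit, was a DEG with the GC correction (log2 fold change -0.87). With 2 replicates per group, leaving out a library gives only values. They moved the largest fold changes most, because the counts of AC002511.1, MIR3687, RNF224 and HLA-DQA2 in a group are near 0.

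The 143 genes down-regulated by both treatments in A375 and up-regulated by PRMT5i in CHL1 became 67, 59 and 69 with limma on log2 CPM (pseudocounts 1, 0.1 and 5), 66 without a trend, 70 with voom, 377 with library quality weights and 461 with only the compared groups in the fit. They became 242 with DESeq2, 254 with the likelihood ratio test, 16 at an adjusted p below 0.01 and 20 with an absolute log2 fold change of at least 1. The 17 A375 genes shared in opposite directions became 9 with limma on log2 CPM (pseudocount 0.1), 6 with voom, 46 with library quality weights, 58 with only the compared groups in the fit, 33 with DESeq2, 49 with the likelihood ratio test, 1 at an adjusted p below 0.01, 5 with an absolute log2 fold change of at least 1, 69 with the GC correction and 63 with GC and length corrected. The 1110 CHL1 genes shared in opposite directions became 305 at an adjusted p below 0.01 and 270 with an absolute log2 fold change of at least 1. The share of up-regulated genes among the A375 DEGs under PRMT5i was 33.5%, and it was 43.8% and 47.5% with limma on log2 CPM (pseudocounts 1 and 5), 47.9% with the replicate block and 49.3% with the block and the GC correction.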

Differences from the paper's values

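The paper's value for the second principal component in Fig 1B (CHL1) is about 30%, read by eye, and the value here was 18.1% of the variance over all genes. The figure legend does not give the genes or the scaling behind its percentages. Of the alternatives set before the data were examined, scaling genes to unit variance gave 21.3%, within 1.5-fold of the paper's value, and the 500 genes of highest variance and a pseudocount of 0.1 gave 17.2% and 19.0%.

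The other values of the paper that were also computed here lay within 1.5-fold of them. Of the alternatives set before the data were examined, the fit of all 18 libraries together gave 953, 3294 and 10891 DEGs in CHL1 (CDK4/6i at 72 hours and 6 days, and PRMT5i), against the paper's 943, 3300 and 10888, and 3123, 9493 and 666 in A375, against the paper's 3119, 9477 and 675. Under it the treatments shared 877 DEGs in the same direction in CHL1 and 444 in A375, against the paper's 875 and 452, and 159 genes were common to both lines, of which 39 were down-regulated in all 4 comparisons, against the paper's 157 and 39.

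After 72 hours of CDK4/6i in A375 the paper lists more up-regulated than down-regulated genes, and here 1288 DEGs were up-regulated and 1473 down-regulated. With all 18 libraries in one fit, 1709 were up-regulated and 1414 down-regulated. Up-regulated genes were also the larger part with median-of-ratios scaling (1349 and 1309) and with an absolute log2 fold change of at least 1 (783 and 727). The same held on the genes with a GC value (1266 and 1234) and with the GC correction and the replicate block (3703 and 3603). The remaining settings had more down-regulated genes. The paper states that replicates clustered together in Fig 1B, and here the nearest library was the replicate for 4 of 6 CHL1 libraries. It was so for 5 of 6 with the 500 genes of highest variance or with a pseudocount of 0.1. The paper states that the number of DEGs rose during CDK4/6i in both lines, which held here with all groups in the fit and not with only the compared groups (4202 and 3842 DEGs at 72 hours and 6 days in CHL1, 6940 and 5862 in A375) or with library quality weights (3122 and 2949 in CHL1, 7068 and 4562 in A375). The paper names U2AF2 among the genes seen in most treatments, without saying whether by expression or by splicing, and its gene level here passed the threshold in 1 of 6 comparisons. The paper names EGF among the DEGs seen across treatments, and here it was up-regulated in 4 comparisons and down-regulated in 1.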

Other observations

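The edgeR calls of the named genes and the tests of the gene sets were set before the data were examined. So were the alternative A375 control and leaving out a library. All other tests in this part, and all values with the GC correction, were chosen only after the result was seen.

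Among genes with a GC value, 114 of the 202 genes down-regulated by both treatments in A375 were up-regulated by PRMT5i in CHL1, where 68.5 would be expected by chance, and 34 were down-regulated, where 72.1 would be expected. After the GC correction, 610 genes were down-regulated by both treatments in A375, of which 128 were up-regulated by PRMT5i in CHL1 (103.8 expected) and 104 down-regulated (98.9 expected). The number up-regulated was then 1.23 times that expected by chance, and genes are not independent, so the GC trend as the whole cause stays open. A biological difference between the lines stays open and was not tested apart from these counts.

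CHL1 PRMT5i and 6 days of CDK4/6i in A375 shared 6043 DEGs, of which 424 changed in the same direction and 5619 in opposite directions, and their log2 fold changes correlated across genes with r = -0.499. After the GC correction r was -0.199, with 433 genes in the same and 1775 in opposite directions. Across genes with a GC value, the log2 fold change correlated with GC content (Spearman) at 0.2, 0.104 and -0.815 in CHL1 (CDK4/6i at 72 hours and 6 days, and PRMT5i) and at 0.291, 0.59 and 0.185 in A375.

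Among the drug targets and their partner, PRMT5 was a DEG after 6 days of CDK4/6i in A375 (log2 fold change 0.66, edgeR adjusted p = 0.0477), as was WDR77 (0.93, edgeR adjusted p = 0.00162). WDR77 stayed a DEG with the GC correction (0.74) and PRMT5 did not (0.22), and with the 72-hour control neither was a DEG. CDK4 had a log2 fold change of -1.46 under PRMT5i in CHL1 (edgeR adjusted p = 0.000166) and 0.67 after 6 days of CDK4/6i in A375 (edgeR adjusted p = 0.0223). The former was -0.88 with the GC correction and stayed a DEG. The latter was 0.23 with it, not a DEG, and -0.86 with the 72-hour control. CDK6 was up-regulated in 2 comparisons and down-regulated in 1, of which the rise after 6 days of CDK4/6i in CHL1 stayed a call with the GC correction. MDM4, whose splicing the paper examines, was a DEG in 3 comparisons at the level of the whole gene, with log2 fold changes of 0.49 under PRMT5i in CHL1 (edgeR adjusted p = 0.0212), -0.83 after 72 hours of CDK4/6i in A375 (edgeR adjusted p = 0.0159) and -0.80 after 6 days (edgeR adjusted p = 0.00665). The first was -0.084 with the GC correction and not a DEG, while both falls in A375 stayed DEGs. MDM2 had log2 fold changes of 0.68 under PRMT5i in CHL1 (edgeR adjusted p = 0.00459) and 1.40 in A375 (edgeR adjusted p = 0.00147), and of -0.21, not a DEG, and 1.48 with the GC correction. E4F1 was a DEG in 2 comparisons, 1 in each direction, and neither kept its call in the same direction with the GC correction. E2F3 was not a DEG in any.

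Of the histone genes, the number with p-values adjusted over the list alone that passed the threshold was between 59 and 60 in 5 comparisons and 54 under PRMT5i in A375. The genes of the cell cycle (38 genes) were lower as a set in 5 of 6 comparisons under camera and under fry. Their median log2 fold change was -0.66, -0.63 and -0.24 in CHL1 (CDK4/6i at 72 hours and 6 days, and PRMT5i) and -1.24, -0.81 and -0.60 in A375, with an adjusted p of 0.183 for PRMT5i in CHL1. There the median was -0.034 without replicate 2 and -0.44 without replicate 1 of PRMT5i. Between 9 and 35 of these genes were down-regulated DEGs across the comparisons. With p-values adjusted over the list alone, 26, 28 and 21 genes passed in CHL1 and 38, 30 and 26 in A375. The p53 targets (24 genes) were higher in A375 after 72 hours of CDK4/6i (median 0.47, camera adjusted p = 2.37e-05) and under PRMT5i (camera adjusted p = 6.69e-23). After 6 days their median was 0.53 (camera adjusted p = 0.0629, fry adjusted p = 0.0313), and 0.38 with the GC correction (camera adjusted p = 0.000753). Of the set, 13, 15 and 22 of them passed in A375 when adjusted over the list alone (CDK4/6i at 72 hours and 6 days, and PRMT5i). In CHL1 their median lay between -0.034 and 0.048. The splicing and translation families were lower after 6 days of CDK4/6i in CHL1 (camera adjusted p = 0.00332) and higher under PRMT5i in A375 (camera adjusted p = 0.0342), and fry over all genes called neither. Adjusted over the list alone, 0, 12 and 76 of their 112 genes passed in CHL1 and 3, 42 and 0 in A375.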
